# Genomic methylation patterns in pre-meiotic gynoecia of wild-type and RdDM mutants of Arabidopsis

**DOI:** 10.3389/fpls.2023.1123211

**Published:** 2023-03-13

**Authors:** Quetzely Ortiz-Vasquez, Gloria León-Martínez, Carlos Barragán-Rosillo, Eduardo González-Orozco, Samuel Deans, Billy Aldridge, Martin Vickers, Xiaoqi Feng, Jean-Philippe Vielle-Calzada

**Keywords:** DNA methylation, RNA directed DNA methylation (RdDM), ARGONAUTE, gynoecium, reproduction

## Abstract

**Introduction:**

Although DNA methylation patterns are generally considered to be faithfully inherited in Arabidopsis thaliana (Arabidopsis), there is evidence of reprogramming during both male and female gametogenesis. The gynoecium is the floral reproductive organ from which the ovules develop and generate meiotically derived cells that give rise to the female gametophyte. It is not known whether the gynoecium can condition genomic methylation in the ovule or the developing female gametophyte.

**Methods:**

We performed whole genome bisulfite sequencing to characterize the methylation patterns that prevail in the genomic DNA of pre-meiotic gynoecia of wild-type and three mutants defective in genes of the RNA-directed DNA methylation pathway (RdDM): ARGONAUTE4 (AGO4), ARGONAUTE9 (AGO9), and RNA-DEPENDENT RNA POLYMERASE6 (RDR6).

**Results:**

By globally analyzing transposable elements (TEs) and genes located across the Arabidopsis genome, we show that DNA methylation levels are similar to those of gametophytic cells rather than those of sporophytic organs such as seedlings and rosette leaves. We show that none of the mutations completely abolishes RdDM, suggesting strong redundancy within the methylation pathways. Among all, ago4 mutation has the strongest effect on RdDM, causing more CHH hypomethylation than ago9 and rdr6. We identify 22 genes whose DNA methylation is significantly reduced in ago4, ago9 and rdr6 mutants, revealing potential targets regulated by the RdDM pathway in premeiotic gyneocia.

**Discussion:**

Our results indicate that drastic changes in methylation levels in all three contexts occur in female reproductive organs at the sporophytic level, prior to the alternation of generations within the ovule primordium, offering a possibility to start identifying the function of specific genes acting in the establishment of the female gametophytic phase of the Arabidopsis life cycle.

## Introduction

Unlike animals, plant gametic precursor cells are not determined during early embryogenesis but during flower development (Maine, 2013). In Arabidopsis, the gynoecium is located in the innermost whorl of the flower and corresponds to the female reproductive organ (Herrera-Ubaldo and de Folter, 2018), and formed after the emergence of two distinct carpels from the floral meristem. Their fusion during early differentiation progressively gives rise to a cylindrical organ composed of lateral and medial domains that will form the valves and replum, respectively. Within the growing cylinder, an internal carpel margin meristem will differentiate 50 to 60 ovule primordia that will undergo meiosis and female gametophyte development before pollination (Huang et al., 2013; Herrera-Ubaldo and de Folter, 2022). The differentiation of a single meiotic precursor - the megaspore mother cell (MMC) - marks the transition from somatic to reproductive fate and is essential for the initiation of the female gametophytic phase of the Arabidopsis life cycle. After undergoing meiosis, the MMC gives rise to four haploid cells, with only one surviving to undergo three rounds of mitotic divisions before cellularization and formation of the female gametophyte (Lieber et al., 2011).

Several reports have identified that small RNAs (sRNAs), DNA methylation, chromatin remodeling, and phytohormone signaling play an important role in the specification of the female gametophytic lineage of flowering plants (García-Aguilar et al., 2010; Olmedo-Monfil et al., 2010; Singh et al., 2011; Su et al., 2017; Su et al., 2020; Cai et al., 2022). It is generally considered that one of the main purposes of DNA methylation is to control the integrity of the genome by preventing the expression and mobility of transposable elements (TEs) and allowing monoallelic expression of maternal or paternal genes in the endosperm (Cao et al., 2000; Vigneau and Borg, 2021). More recently, DNA methylation has been associated with a role in regulating the efficiency of mRNA splicing (Lev-Maor et al., 2015; Wang et al., 2016; Walker et al., 2018) and avoiding transcription from cryptic transcriptional sites within genes (Choi et al., 2020; Le et al., 2020).

DNA methylation occurs in CG, CHG, CHH contexts (where H can be adenine, cytosine, or thymine). Whereas *de novo* methylation refers to process by which previously unmethylated cytosine residues are methylated - resulting in the formation of new methylation patterns -, maintenance methylation relies on pre-existing methylation marks to guide their methylation during replication (Pavlopoulou and Kossida, 2007). DNA *de novo* methylation in either CG, CHG or CHH context is established by the RNA-directed DNA methylation pathway (RdDM) (Law and Jacobsen, 2010; Matzke and Mosher, 2014; Erdmann and Picard, 2020). Maintenance of CG methylation is carried by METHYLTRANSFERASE1 (MET1) (Kankel et al., 2003), whereas CHG methylation is dependent on the CHROMOMETHYLASE3 (CMT3) pathway (Lindroth et al., 2001). CHH methylation is maintained by both the RdDM and the CHROMOMETHYLASE2 (CMT2) pathway, mostly in non-overlapping functional contexts. RdDM is known to be an important regulator of widely diverse plant mechanisms that include response to abiotic stress and pathogens, cell to cell signaling, transposon silencing, genome stability, and reproductive development (Erdmann and Picard, 2020; Kumar et al., 2021). RdDM occurs in euchromatin regions of genes and in short TEs distributed along chromosomes, especially in heterochromatic regions (Durán-Figueroa and Vielle-Calzada, 2010; Matzke and Mosher, 2014; Erdmann and Picard, 2020; Long et al., 2021). In contrast, CMT2-dependent methylation occurs preferentially in heterochromatin and the long TEs, as well as centromeric and pericentromeric regions (Zemach et al., 2013; Stroud et al., 2014; He et al., 2021).

The RdDM pathway has canonical and non-canonical mechanisms that are functionally similar but not equivalent. After cleavage of transcribed non-coding RNA precursors, single-stranded sRNAs are incorporated into an ARGONAUTE (AGO) protein of the AGO4 clade (AGO4, AGO6, AGO8, or AGO9) and directed towards complementary PolV-derived chromatin-bound transcripts, before getting incorporated into a chromatin-binding complex involving RNA POLYMERASE V (PolV) and DOMAINS REARRANGED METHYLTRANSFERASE2 (DRM2) (Cuerda-Gil and Slotkin, 2016). Whereas canonical RdDM depends on RNA-DEPENDENT RNA POLYMERASE2 for double stranded sRNA biogenesis, non-canonical RdDM pathways rely on RNA-DEPENDENT RNA POLYMERASE6 (RDR6) for the equivalent process, an enzyme also important for the silencing of transcriptionally active TEs (Cuerda-Gil and Slotkin, 2016).

Mutations in multiple genes involved in the RdDM pathway show the differentiation of ectopic female gametic precursors in the pre-meiotic ovule of Arabidopsis (Olmedo-Monfil et al., 2010; Hernández-Lagana et al., 2016). Unlike recessive mutations in the *RETINOBLASTOMA RELATED* (*RBR*) gene, ectopic cells adjacent to the MMC in all dominant mutants of the AGO4 clade (*ago4, ago6, ago8*, and *ago9*) – as well as mutations in *RDR6, DICER LIKE3*, and *POLIV POLV* - undergo mitosis rather than meiosis (Olmedo-Monfil et al., 2010), a phenomenon that is reminiscent to apospory in flowering plants. *AGO9* is expressed in developing ovules and the female gametophytes, particularly in the L1 epidermal layer of ovule primordia prior to meiosis, but also in anthers and developing pollen grains, as well as meristematic cells (Olmedo-Monfil et al., 2010; Ashapkin et al., 2019; Gutzat et al., 2020). *AGO9* expression can restore DNA methylation in an *ago4* mutant if expressed from the *AGO4* promoter (Havecker et al., 2010), suggesting functional complementarity among AGO4-clade proteins (Zilberman et al., 2003; Havecker et al., 2010; Matzke and Mosher, 2014). Immunoprecipitation-based protein analysis suggests that AGO9 binds to DRM2, and genome-wide association studies indicate that perhaps also with CMT2 (Zhong et al., 2014; Kawakatsu et al., 2016), suggesting a wide functional versatility and RdDM related function during reproductive development.

To establish the role of the RdDM pathway during female reproductive development, we used whole genome bisulfite sequencing to characterize the methylation patterns that prevail in gynoecia containing premeiotic ovules of wild-type plants, as well as *ago4*, *ago9* and *rdr6* homozygous individuals. After confirming biological reproducibility of the methylation patterns across the genome, we demonstrated that DNA methylation levels in TEs and genes in wild-type pre-meiotic gynoecia are similar to those of gametophytic cells rather than those of sporophytic tissues such as seedlings and rosette leaves. We also show that loss of genomic methylation in pre-meiotic gynoecia of *ago4*, *ago9*, and *rdr6* is not prevalent in all three contexts, as *AGO9* and *RDR6* preferentially tend to repress methylation in the CHH context. We provide a compendium of genomic regions targeted by *AGO4*, *AGO9*, and *RDR6*, showing that these three genes affect methylation at different loci. We also confirm that they mainly participate in the methylation of TEs in a CHH context, identifying a group of 22 genes that are redundantly methylated by their common action. Our results indicate that drastic changes in methylation levels for both CHH and CHG occur in female reproductive organs at the sporophytic level, prior to the alternation of generations within the ovule primordium, offering a possibility to start identifying the function of specific changes in genomic methylation patterns during female reproductive development.

## Materials and methods

### Plant materials

Seeds from wild-type and insertional *ago4-6* (SALK_071772), *ago9-3* (SAIL_34_G10), *rdr6-15* (SAIL_617) mutants (all in a *Col*-0 background) were disinfected with 40% chlorine for 10 minutes under constant agitation, rinsed three times with sterile distilled water, planted in petri plates containing 0.5% Murashige and Skoog (MS) medium, vernalized for three days at 4°C under dark conditions, and germinated at 21°C in long daylight conditions (16h light/8h dark). Seedlings were transferred to soil (3:1:1 Sunshine substrate: vermiculite: perlite), grown under greenhouse conditions and fertilized with slow release 14-14-14 fertilizer (1.84kg/m^3^). Homozygous *ago9* and *rdr6* individuals were identified by PCR genotyping using primer combinations listed in **Supplementary Table S1**. 

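Between the genotyping primers of Table S1, *ago4* and *ago9* had cytosines without a call inside their own mutated gene, and *rdr6* had a short stretch of low depth. AGO4 (AT2G27040), the Argonaute of the canonical RdDM pathway, lies on chromosome 2 of TAIR10 from 11536502 to 11542391. Its primers enclose 11541854 to 11542966, and none of the 10 cytosines from 11542351 to 11542371 had a call in *ago4*. The same cytosines had 22 calls each on average in wild-type, 10.9 in *ago9* and 11 in *rdr6*. AGO9 (AT5G21150), an Argonaute of the same clade, lies on chromosome 5 from 7192239 to 7198381. In *ago9*, none of the 8 cytosines from 7198213 to 7198227 had a call, against averages of 24.8 in wild-type, 21.6 in *ago4* and 12.1 in *rdr6*. RDR6 (AT3G49500), an RNA-dependent RNA polymerase needed for trans-acting siRNAs, lies on chromosome 3 from 18348974 to 18353673. In *rdr6* each cytosine between the primers had a call, and the 4 cytosines from 18352892 to 18352897 had 1 call each, against averages of 31 in wild-type, 16.3 in *ago4* and 14 in *ago9*. Over the 30 nt with the lowest depth in the mutant, the mutant's depth was 0.0211 (AGO4), 0.0278 (AGO9) and 0.289 (RDR6) times the mean of the other 3 methylomes, each scaled to its own genome mean. Between the primers of a gene mutated in another genotype, the longest stretch without a call was 2 cytosines, in AGO4 in *rdr6* (11542619 to 11542620), where *ago9* had 2 calls each. The *rdr6* methylome also had a stretch of raised depth inside RDR6, from 18350001 to 18352750. Its depth there was 1.95 times the genome mean, and the other methylomes had 1.06 (wild-type), 0.903 (*ago4*) and 0.926 (*ago9*). The CG level of the stretch was 21.8% in *rdr6*, 68.4% in wild-type, 61.6% in *ago4* and 63.3% in *ago9*.

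**Figure D1:**
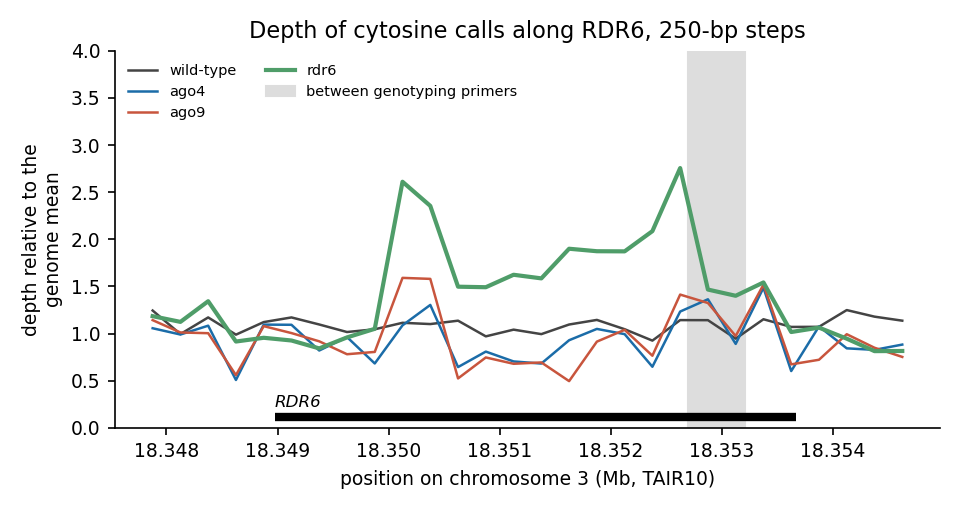
Depth of cytosine calls along RDR6 in 250-bp steps (y axis, relative to the genome mean of each methylome) by position on chromosome 3 (x axis, Mb, TAIR10), 1 line per genotype. The black bar is the gene and the grey band lies between the genotyping primers; the *rdr6* line is above the others from 18350001 to 18352750.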

In the case of *rdr6-15*, amplified DNA products were digested with MscI (New England Biolabs, USA) to distinguish wild-type and mutant alleles.

### DNA extraction and whole genome bisulfite sequencing

For each biological replicate, 200 gynoecia of precisely 0.5 mm in length – and containing ovules at stages 1 and 2 (Rodríguez-Leal et al., 2015) - were isolated and collected under a Leica M80 stereomicroscope. Stage 9 and 10 flower buds (Schneitz et al., 1995) were isolated using emasculation tweezers (Dumont #5 Tweezers; Electron Microscopy Sciences) and immobilized on a slide with double-sided adhesive tape (**Supplementary Figure S1**). Gynoecia measuring 0.5 mm were isolated and collected using 1 ml insulin syringes (Terumo, USA), immediately placed 1.5 ml microcentrifuge tubes in liquid nitrogen, and stored at -80°C before DNA extraction.

DNA extraction was performed with cetyltrimethyl ammonium bromide (CTAB) buffer adding a final incubation step with RNase (modified CTAB protocol on the base of Doyle and Doyle, 1987). For bisulfite conversion of unmethylated cytosines to uracil, we used the EpiTect Fast Bisulfite Conversion kit (Qiagen, #59802). Library construction was performed using the Ovation Ultralow Methyl-Seq Library System kit (Nugen, #0336), following two rounds of bisulfite conversion (Walker et al., 2018). Two biological replicates were generated for each genotype. Wild-type replicate #1 (Wt_R1), *ago4* replicate #1 (*ago4_*R1), *ago9* replicate #1 *(ago9_*R1), and *ago9* replicate #2 *(ago9_*R2) libraries were generated from 59 to 120 ng of total DNA that was treated with bisulfite as described above, and subsequently amplified with 10 cycles of PCR. Wild-type replicate #2 (Wt_R2) and *ago4* replicate #2 (*ago4*_R2) libraries were generated from 70 ng of total DNA treated with bisulfite and subsequently amplified with 11 cycles of PCR. Finally, *rdr6* replicate #1 (*rdr6*_R1) and *rdr6* replicate #2 (*rdr6*_R2) were generated from 20 and 29 ng of total DNA, and amplified with 13 and 12 cycles of PCR, respectively. All libraries were sequenced using the single-end Illumina HiSeq mode.

### Quality read identification and analysis of methylation levels

Library adapters, the initial nine nucleotides (nt) from the 5’ end, short sequences of less than 20 nt, and low-quality reads (Phred score less than 20) were discarded from all methylomes using the TrimGalore version 0.4.2 (Krueger F. https://github.com/FelixKrueger/TrimGalore). Resulting reads were mapped to the Arabidopsis TAIR10 genome after *in silico* converting all sense cytosines to thymine, and all antisense guanines to adenine, allowing one mismatch per sequence and keeping only reads showing a single best alignment when using the Bismark version v0.19.0 (Krueger and Andrews, 2011). Duplicate reads were removed using the Samtools version 1.9, rmdups option (Danecek et al., 2021). Reads that showed a perfect match to the unconverted TAIR10 genome were eliminated by considering they represent DNA residues unaffected by bisulfite reactions (less than 1.1% of all sequences in all cases). In each of the eight resulting methylomes (two replicates per genotype), the total number of methylated and unmethylated cytosines were determined in each context (CG, CHH, and CHG) using the Bismark-methylation-extractor tool (Krueger and Andrews, 2011) in both sense and antisense genomic strands. The single nucleotide methylation frequency was calculated by estimating the number of cytosines over the number of cytosines and thymines at each individual genomic site. Genomic bins of 50 nt were considered to estimate the methylation frequency corresponding to the ratio of the total number of methylated cytosines by the total number of cytosines included in each bin.

### Methylation profiles and differentially methylated regions

Genes and transposable elements (TEs) annotated in TAIR10 were aligned at the 5’ end or the 3’ end, discarding from the analysis either 1500 bp (genes) or 250 bp (TEs), from the end opposite to the one used for alignment (Ibarra et al., 2012). Methylation levels were averaged across 100 bp intervals using the number of cytosines and thymines sequenced at the single nucleotide level for each sequence context in a given methylome. Finally, average methylation levels were calculated over a region encompassing 5 kb upstream and 5 kb downstream of the alignment site. Resulting methylation profiles were compared to available datasets for seedling (Zhang et al., 2013), rosette leaf (Stroud et al., 2014), central cell (Park et al., 2016), male meiocyte (Walker et al., 2018), and ovule (Zhou et al., 2022).

A potential differentially methylated region (DMR) was defined as a genomic segment with a minimum length of 100 nt that contained at least 20 sites corresponding to cytosines, and showed at least 10% (CHH context), 20% (CHG context) or 40% (CG context) methylation difference between wild-type and a specific RdDM mutant. Potential DMRs of less than 100 nt were discarded. The 100 nt window is a standard arbitrary parameter that accounts for frequent limited cytosine coverage in 50 nt genomic windows, increasing the probability of detecting significant methylation differences over a larger window, but maintaining the length within the range of a single nucleosome to prevent uncertain biological interpretations. Two 50 nt windows separated by more than 100 nt were considered to represent independent DMRs. The statistical value of all DMRs was determined by applying a Fisher’s exact test with a p-value of less than 0.001. DMRs were considered to map to a promoter, gene body, or TEs, when at least 50% of the DMR overlapped with either 200 bp upstream of the first exon (promoter), with a region encompassing the first and last exon of an annotated transcriptional unit (gene), or with 50% of a previously annotated TE. DMRs were considered to map to gene elements if 50% of their length overlapped with a gene unit, considering 200 bp upstream of the first exon as part of the gene unit.

## Results

### Methylation levels in pre-meiotic gynoecia reveal unexpected similarity to gametophytic cells

We confirmed the reproducibility of biological replicates for all four genotypes by conducting a principal component analysis (PCA) using cytosine sites in a CG context that were covered in all eight methylomes (two biological replicates per genotype), for a total of 4.1x10^5^ sites. As illustrated in **Supplementary Figure S2**, components 1 and 2 explain 27% and 25% of the variation between replicates, respectively. All samples had a reproducible tendency two group within their corresponding genotype (wild-type, *ago4*, *ago9*, or *rdr6*), with wild-type and *ago9* methylomes showing less variability than methylomes of *ago4* and *rdr6*.

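The samples were 0.5 mm gynoecia of wild-type plants and of homozygous *ago4*, *ago9* and *rdr6* plants, studied by whole genome bisulfite sequencing. Bisulfite leaves methylated cytosines as cytosine and turns unmethylated cytosines into bases read as thymine, so every sequenced cytosine gives a methylated or an unmethylated call. The authors trimmed the reads with Trim Galore 0.4.2, aligned them to TAIR10 with Bismark, removed duplicates with SAMtools 1.9 and counted both kinds of call at each cytosine. The deposited values hold 1 methylome per genotype, listed under replicate 1 of the 2 replicates that the labels give. The file names carry 2 replicate marks each, and whether the reads of replicates were pooled is not stated there. There are therefore no replicates, and no difference between genotypes has a replicate error. The paper states that reads matching the unconverted genome were removed in all cases; the *ago9* file names lack the mark for filtered reads that the others carry. Each reference cytosine had on average 26.3 calls in the CG, 26.5 in the CHG and 25.3 in the CHH context (H is any base but G) in wild-type. The averages were 13.3, 13.7 and 13.5 in *ago4*, 8.29, 8.71 and 8.81 in *ago9*, and 9.22, 9.64 and 9.77 in *rdr6*. Between 93.7% and 97.2% of the cytosines of chromosomes 1 to 5 had a call, and the CHH calls summed to between 274827243 (*ago9*) and 789555656 (wild-type). A methylation level is the methylated calls over all calls, summed over both strands, with a Wilson 95% interval. These intervals, and the two-sided Fisher exact tests between the calls of a mutant and of wild-type, cover counting error only.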

For genes and TEs, we compared the global methylation profile of the pre-meiotic wild-type gynoecium to methylation profiles from other sporophytic organs or gametophytic cells. These included seedlings (Zhang et al., 2013), rosette leaves (Stroud et al., 2014), the central cell of the female gametophyte (Park et al., 2016), and the male meiocyte (Walker et al., 2018). These results are illustrated in **Figure 1**. For TEs, wild-type methylation levels in the CG context were higher in the central cell and the male meiocyte than in rosette leaves or seedlings, consistent with the prior knowledge that reproductive cells have higher CG methylation than somatic tissues (Hsieh et al., 2016; Park et al., 2016). Strikingly, wild-type TEs methylation levels in the CG context of pre-meiotic gynoecia were higher than expected, reminiscent of those prevailing in the male meiocyte rather than those of sporophytic organs (**Figure 1**). Methylation levels of TEs in the CHG context were also similar to gametophytic cells, significantly higher than those of sporophytic organs. And for the CHH context, TE methylation levels in pre-meiotic gynoecia are also similar to those of the male meiocyte, but lower than those found in seedlings, rosette leaves and the central cell. In the case of genes in the CG context, methylation levels were quite similar for all organs and cells analyzed (**Figure 1**). 

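In wild-type gynoecia, CG methylation of genes was low at both ends of the gene and high in its interior. The first 100 bp of the 33056 annotated genes on chromosomes 1 to 5 of TAIR10 had a CG level of 5.62% (5.60% to 5.64%). The lowest interval lay 300 to 400 bp into the gene, at 4.07%, and the last 100 bp before the 3' end had 9.04%. From 1000 to 3000 bp into the gene the level was 28.6%, and it was highest, at 51.2%, from 4800 to 4900 bp. The flank from 2000 to 5000 bp upstream had 15.4%. Gene groups listed before the files were seen differed widely in the CG level of gene and 200 bp upstream. The 8 auxin response factors of the ARF21 group, transcription factors of the auxin response, had a median of 90.9%. The 24 genes of the RdDM pathway had a median of 26.2%, and 14 genes that maintain or remove methylation had 26.0%. The 8 trans-acting siRNA loci had a median of 14.8%, and 10 genes of meiosis and germline specification had 5.65%. Medians were 2.66% in 12 loci known as silenced by RdDM or imprinted and 0.571% in 22 genes of gynoecium and ovule development. Genes were aligned at either end, calls were summed in 100-bp intervals, and the last 1500 bp at the opposite end were left out of the 19446 genes of at least that length, while the 13610 shorter genes counted within their own length.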

The overall methylation levels for TEs and genes had little difference from wild type in pre-meiotic gynoecia of homozygous *ago4*, *ago9*, and *rdr6* individuals, suggesting that they are not majorly involved in the establishment of high methylation levels observed in TEs and gene bodies (**Supplementary Figure S3**).

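Genes kept their CG profile in the mutants at somewhat lower levels. From 1000 to 3000 bp into the gene, the CG level was 26.5% in *ago4*, 25.5% in *ago9* and 24.8% in *rdr6*. The first 100 bp of the gene had 5.00%, 4.57% and 4.09%, and the upstream flank 13.6%, 13.1% and 12.0%, in the same order. The CHG level inside genes was 1.41% in wild-type, 1.03% in *ago4*, 0.884% in *ago9* and 0.892% in *rdr6*. CHG levels of the upstream flank were 4.01%, 3.19%, 2.98% and 2.69%. Among single genes, each taken with 200 bp upstream, CG methylation was lower in 675 of 32717 genes and higher in 196 in *ago4*. It was lower in 825 and higher in 141 of 32563 genes in *ago9*, and lower in 1261 and higher in 115 of 32586 genes in *rdr6*. CHG methylation was lower in 282 and higher in 40 genes in *ago4*, lower in 218 and higher in 13 in *ago9*, and lower in 272 and higher in 35 in *rdr6*. With sites of at least 4 calls in both methylomes, the genes that were lower numbered 448 (*ago9*) and 814 (*rdr6*) in CG and 122 and 170 in CHG. Of the 24 RdDM pathway genes, none was called in *ago4* or *ago9*, and 2 were lower in the CG context in *rdr6* (2 also adjusted over the list alone). RDR6 itself, whose depth is raised in that methylome, had 15.7% instead of 48.1% (adjusted p = 8.04e-213, Fisher exact test). NRPD1A (AT1G63020, chromosome 1, 23354685 to 23362589), the largest subunit of the polymerase that starts the pathway and singled out after its values were seen, had 48.5% instead of 61.0% (adjusted p = 1.15e-39, Fisher exact test). A gene was called at a Benjamini-Hochberg adjusted p under 0.001 from the two-sided Fisher exact test and a difference of at least 10 (CG) or 5 (CHG) percentage points. With the fractions of single genes averaged in place of summed calls, the CG decrease from 1000 to 3000 bp into the gene, 7.36% in *ago4*, 10.6% in *ago9* and 13.0% in *rdr6*, became 0.923%, 2.91% and 4.20%. From the small differences to wild-type, the paper proposes that AGO4, AGO9 and RDR6 are not majorly involved in establishing the high methylation of TEs and gene bodies. TEs were not analysed here.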

**Figure 1:**
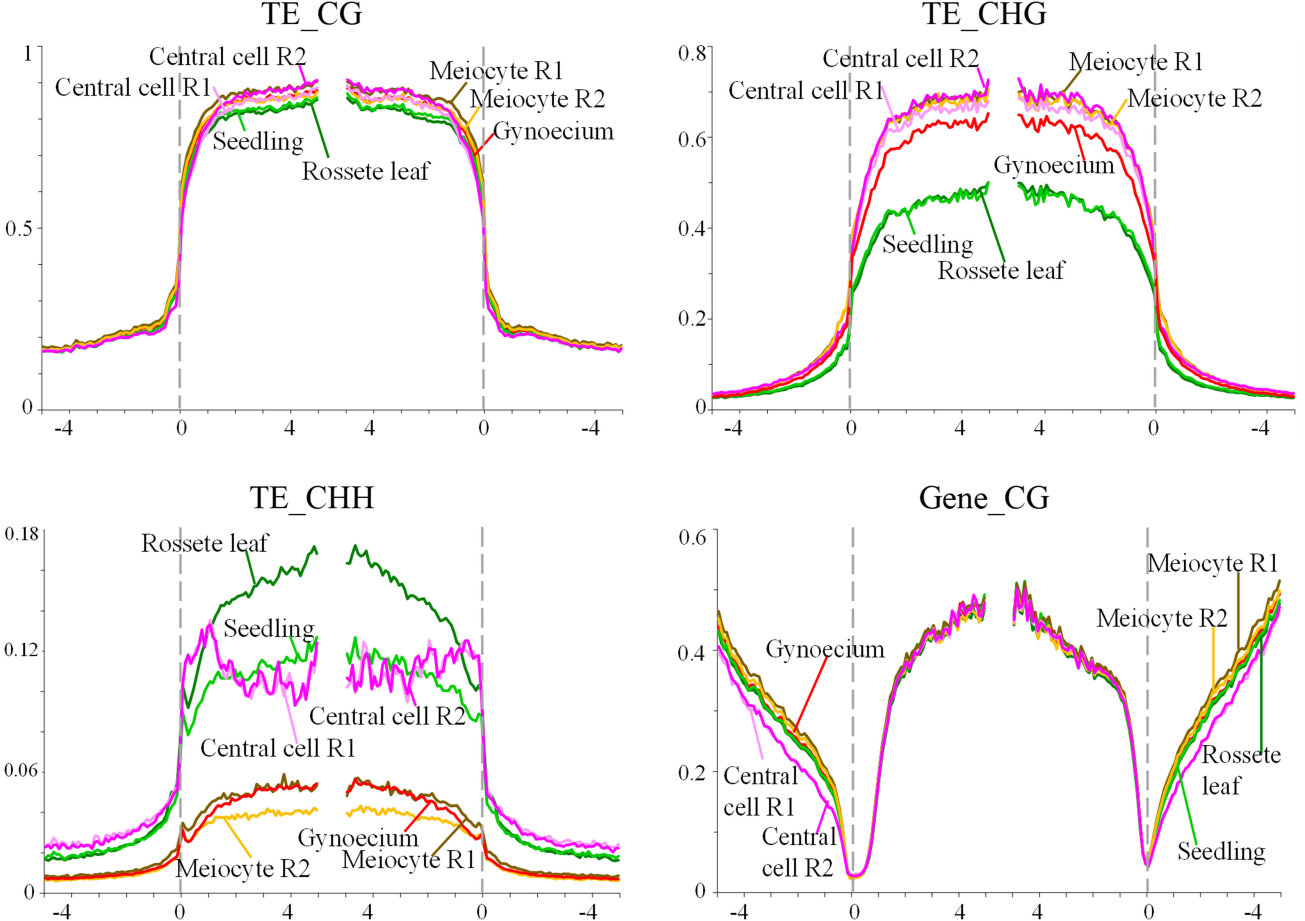
Methylation levels of TEs and genes in the CHH and CG contexts. The graph shows the methylation frequency shown at each nucleotide position for alignments in all three contexts (TEs), or the CG context (genes); rosette leaf (dark green), seedling (light green), central cell replicate #1 (Central cell R1) (light pink), central cell replicate #2 (Central cell R2) (dark pink), male meiocyte replicate #1 (Meiocyte R1) (brown), male meiocyte replicate #2 (Meiocyte R2) (yellow), wild-type gynoecium (red).

To determine if these results reveal a tendency to establish gametophytic methylation levels early during female reproductive organ development, we compared methylation levels of TEs and genes in pre-meiotic gynoecia and ovules, using a recently available dataset generated by Zhou et al. (2022). As illustrated in **Supplementary Figure S4**, methylation levels in TEs and genes are similar in both organs, in both cases reminiscent of those prevailing in male meiocytes, confirming that drastic changes in methylation levels for CHH, CG and CHG contexts occur at the sporophytic level, and prior to the alternation of generations within the ovule primordium.

### Loss of genomic methylation in pre-meiotic gynoecia of RdDM mutants is not prevalent in all three contexts

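In wild-type gynoecia, methylation was concentrated in a minority of the genome. The 411562 windows of 50 nt with a CG level of 60% or more held 23.0% of the CG calls, and their levels were 88.7% in CG, 31.5% in CHG and 3.06% in CHH. The 992499 windows with a CG level under 10% had 0.776% in CG, 0.647% in CHG and 0.516% in CHH. Another 49182 windows lay between, with a CG level of 35.7%, a CHG level of 2.83% and a CHH level of 0.895%. Over chromosomes 1 to 5, 32777886 of 146463062 CG calls were methylated (22.4%), 13944772 of 161523351 CHG calls (8.63%) and 9028128 of 789555656 CHH calls (1.14%).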

The wild-type pre-meiotic gynoecia is characterized by overall levels of genomic methylation that reach 22.37%, 8.63%, and 1.14% for the CG, CHG, and CHH context, respectively (**Supplementary Table S2** **)**. As expected, the pre-meiotic gynoecium of mutants affected in the RdDM pathway show global methylation levels lower than those found in wild-type gynoecia. 

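The 3 mutants had lower CG and CHG levels than wild-type over the whole genome. The CG level was 20.2% in *ago4*, 18.9% in *ago9* and 17.2% in *rdr6*, decreases of 9.77%, 15.4% and 23.3% relative to wild-type. The CHG level was 7.25%, 6.41% and 5.81%, decreases of 16.0%, 25.8% and 32.7%. Windows with a wild-type CG level of 60% or more had 88.7% in wild-type, 84.9% in *ago4*, 85.2% in *ago9* and 82.4% in *rdr6*, those from 10% to under 60% had 35.7%, 30.3%, 29.5% and 28.0%, and those under 10% rose from 0.776% to 1.30%, 1.10% and 1.34%. Since the windows were sorted by their wild-type level, part of these changes is due to the sorting itself. The windows of 60% or more held a smaller share of the CG calls in the mutants, 21.2%, 19.8% and 18.1%. Their CHG levels were 29.4%, 27.2% and 26.0%. When the 4026506 CG sites with at least 4 calls in all 4 methylomes were weighted equally, a setting chosen after the data were seen, the CG decreases were 2.31%, 2.70% and 4.26%, and with the calls of these sites summed they were 6.50%, 7.11% and 14.3%. Over the 4595077 CHG sites that met the same condition the decreases were 9.19%, 11.1% and 7.56% with equal weight, and 11.5%, 13.9% and 19.4% with calls summed.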

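With calls summed and nothing subtracted, CHH methylation was lower in the 3 mutants in each class of region. Over all calls the CHH level was 0.749% in *ago4*, 0.678% in *ago9* and 0.741% in *rdr6*, decreases of 34.5% (34.3% to 34.6%), 40.7% (40.6% to 40.8%) and 35.2% (35.0% to 35.3%). In windows with a wild-type CG level of 60% or more the CHH level was 2.60% in *ago4*, 2.53% in *ago9* and 2.85% in *rdr6*. In windows under 10% it was 0.229%, 0.166% and 0.205%. The 8041 coding genes with CG and CHG levels under 2% over the 4 methylomes together had a CHH level of 0.510% in wild-type, 0.223% in *ago4*, 0.159% in *ago9* and 0.194% in *rdr6*. The falls from wild-type in these genes were 0.287, 0.351 and 0.315 percentage points. In windows of 60% or more, *rdr6* fell by less than that, from 3.06% to 2.85%, while *ago4* and *ago9* fell by more. With the level of these unmethylated genes subtracted per genotype, the CHH decreases were 16.9%, 18.0% and 13.7%. With that subtraction, and the 23554833 CHH sites that had at least 4 calls in all 4 methylomes weighted equally, the decrease was 6.93% in *ago4*, and the level was higher than in wild-type in *ago9* and *rdr6* (decreases of -0.450% and -20.8%). Both settings were chosen after the data were seen.

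**Figure D2:**
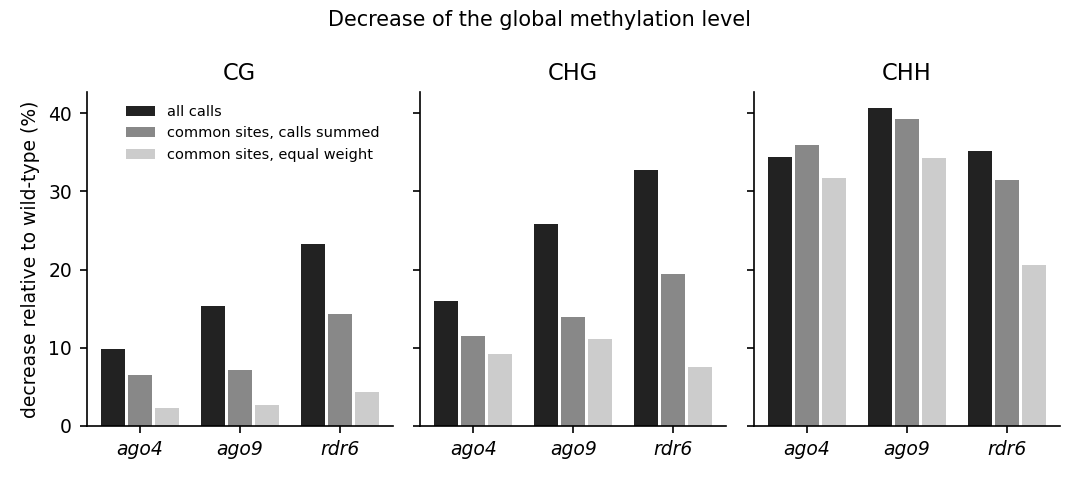
Decrease of the global methylation level relative to wild-type (y axis, %) for *ago4*, *ago9* and *rdr6* (x axis) in the CG, CHG and CHH contexts. Bars show all calls summed, calls summed over sites with at least 4 calls in all 4 methylomes, and the same sites weighted equally; in the CG context the last are 2.31%, 2.70% and 4.26%.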

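Among single genes, each taken with 200 bp upstream, CHH methylation was lower in 174 of 32820 genes and higher in 16 in *ago4*, lower in 81 of 32799 and higher in 25 in *ago9*, and lower in 54 of 32808 and higher in 38 in *rdr6*. In *ago4* the largest fall was in MPC (AT3G19350, chromosome 3, 6705474 to 6706127), a gene imprinted in the endosperm, from 12.5% to 0.759% (adjusted p = 3.73e-101, Fisher exact test). MPC also fell to 7.45% in *ago9* (adjusted p = 4.25e-09) and to 8.20% in *rdr6* (adjusted p = 2.75e-07, Fisher exact test). The microRNA precursor genes MIR5014a (chromosome 1, 24553909 to 24554049) and MIR8166 (chromosome 1, 4525271 to 4525360) followed in *ago4*, from 22.5% to 11.4% and from 14.7% to 4.78%. The largest rises in *ago4* were in AT4G30740 (a QWRF motif protein, chromosome 4, 14979246 to 14979864), from 2.84% to 8.59%, in AT5G03710 (chromosome 5, 970923 to 971627), from 1.50% to 6.94%, and in the alanine tRNA gene AT1G64420 (chromosome 1, 23933137 to 23933209), from 1.40% to 6.14%. AT4G30740 and AT1G64420 were also called higher in CG in *ago4*, while AT5G03710 was not called in CG or CHG. In *ago9* the largest falls were in the small nuclear RNA gene U1.3 (AT5G07775, chromosome 5, 21013987 to 21014149), from 10.1% to 0.170%, in MIR5662 (chromosome 2, 16798584 to 16798870), from 10.1% to 1.61%, and in the long non-coding RNA gene AT3G04955 (chromosome 3, 9378675 to 9379092), from 16.0% to 7.76%. AT3G04955 was also the gene with the largest fall in *rdr6*, to 7.62%, followed by MIR405a (chromosome 2, 9634957 to 9635113), from 10.2% to 1.83%, and MIR5651 (chromosome 3, 17178447 to 17178608), from 9.30% to 1.35%. Rises in *ago9* were largest in MIR1888b (chromosome 3, 22537283 to 22537417), from 19.9% to 30.5%, in AT5G04853 (chromosome 5, 1410527 to 1410703), from 11.5% to 21.1%, and in AT3G05025 (chromosome 3, 9707053 to 9707354), from 7.70% to 16.2%. In *rdr6* they were largest in the kinase-like gene AT3G23650, from 9.38% to 19.3%, in AT2G09610 (chromosome 2, 18702738 to 18703101), from 6.13% to 13.3%, and in the thionin gene AT1G21925 (chromosome 1, 7710423 to 7710725), from 7.32% to 12.2%. A call needed an adjusted p under 0.001 from the two-sided Fisher exact test and a difference of at least 2 percentage points; the median difference over all genes was -0.302 points in *ago4*, -0.363 in *ago9* and -0.320 in *rdr6*. The calls of MIR5014a, AT1G64420, AT5G04853, AT2G09610 and AT1G21925 were lost with the methylomes thinned to 1 depth, and those of MIR1888b, MIR405a, MIR5651 and AT2G09610 with sites of at least 4 calls in both methylomes. In *rdr6* the share of called genes that were lower, 58.7%, was 39.4% with such sites and 47.1% with the level of unmethylated genes subtracted.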

As expected, in all three mutants analyzed, the most drastic reduction was in the CHH context, with 34.44%, 40.7% and 35.17% less overall methylation for *ago4, ago9*, and *rdr6*, respectively (**Supplementary Table S2**).

Methylomes were compared to identify DMRs corresponding to genomic segments with a minimum length of 100 nt, between mutant and wild-type. The total number of DMRs including all those present in three different contexts was 8,417 for *ago4*, 5,127 for *ago9*, and 5,832 for *rdr6* (**Table 1**). 

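The *ago4* methylome had the most DMRs, 8425, followed by *rdr6* with 5814 and *ago9* with 5189. CG DMRs were the most numerous, 4554 in *ago4*, 2473 in *ago9* and 3142 in *rdr6*, and most of them lay in gene bodies (62.1%, 70.0% and 74.9%). They touched 2772 genes in *ago4*, 1707 in *ago9* and 2262 in *rdr6*. CHG DMRs numbered 2402, 1430 and 1323, and CHH DMRs 1469, 1286 and 1349, in the same order. CHG DMRs lay mostly outside genes and promoters, 78.6%, 82.3% and 74.6% of them. Windows of 50 nt were candidates with at least 10 calls in both methylomes and a difference of at least 40 (CG), 20 (CHG) or 10 (CHH) percentage points. Candidates of 1 direction up to 100 nt apart were merged, and a region of at least 100 nt and 20 calls was a DMR at a two-sided Fisher exact p under 0.001. When both methylomes were redrawn from their pooled rate 20 times, the mean number of DMRs was at most 0.6 in the CG context, between 74.6 and 85.1 in the CHG context, and 19.9 (*ago4*), 44.7 (*ago9*) and 31.8 (*rdr6*) in the CHH context. With the test also required in each window, the CHH DMRs numbered 731, 245 and 250, and with a larger difference (15 points) 476, 445 and 402. With 20 different cytosine positions required in place of 20 calls, the DMRs of all contexts numbered 1642 in *ago4*, 1218 in *ago9* and 1405 in *rdr6*, and CHH DMRs (1292, 1020 and 1145) then outnumbered CG DMRs (167, 78 and 108).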

In all three mutants, at least 90% of DMRs in the CG and CHH context had a length comprised between 100-200 nt, and between 100-250 nt for the CHG context (**Supplementary Table S3**), representing a size distribution similar to those of other mutants involved in the RdDM pathway (Yang et al., 2016). 

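DMRs were short in the 3 mutants, and the minimum length of 100 nt was the most frequent. It was the length of 50.8% (*ago4*), 54.8% (*ago9*) and 54.6% (*rdr6*) of the CG DMRs, and of 55.7%, 56.4% and 59.4% of the CHH DMRs. CHG DMRs were longer, and 35.8%, 41.0% and 38.2% of them had the minimum length. Lengths up to 200 nt took in 88.3%, 91.1% and 90.2% of the CG DMRs and 85.6%, 89.4% and 93.0% of the CHH DMRs. Lengths up to 250 nt took in 83.7% (*ago4*), 89.0% (*ago9*) and 86.2% (*rdr6*) of the CHG DMRs.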

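CHH DMRs lay on all 5 chromosomes at similar density. In *ago4* there were 379, 244, 294, 228 and 324 on chromosomes 1 to 5, or 12.0 to 12.5 per Mb. In *ago9* there were 349, 209, 257, 204 and 267 (9.90 to 11.5 per Mb), and in *rdr6* 339, 233, 281, 216 and 280 (10.4 to 12.0 per Mb). Of 1193 bins of 100 kb, 64.3% held a CHH DMR of *ago4*, 57.9% of *ago9* and 58.4% of *rdr6*. The fullest bins held 10 CHH DMRs of *ago9* on chromosome 4 from 6100001 to 6200000, and 10 of *rdr6* on chromosome 2 from 6700001 to 6800000. In *ago4* the highest number was 7, on chromosome 4 from 1500001 to 1600000 and on chromosome 5 from 13800001 to 13900000.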

As expected for all three mutants, the DMRs in the CHH context are distributed across all 5 chromosomes, reflecting the overall genomic activity of the RdDM pathway (**Supplementary Figure S5** and **Table S4**). The proportion of DMRs corresponding to a CHH context was of 19% (*ago4*), 27.3% (*ago9*), and 26.5% (*rdr6*) for a total coverage of 227.05 kb, 188.9 kb, and 204.7 Kb, respectively (**Table 1**). This proportion is significantly smaller than DMRs found in the CHH context for other RdDM mutants such as *drm2*, *rdr2*, or mutants affecting specific subunits of *POLIV* and *POLV*, in either seedlings or the male meiocyte (Walker et al., 2018; He et al., 2021), suggesting that functional redundancy is prevalent in the pre-meiotic gynoecium to maintain DNA methylation and genome stability.

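CHH DMRs were a minority of the DMRs in the 3 mutants and covered a similar length of the genome. They made up 17.4% of the DMRs of *ago4*, 24.8% of those of *ago9* and 23.2% of those of *rdr6*. Their summed length was 222 kb in *ago4*, 185 kb in *ago9* and 183 kb in *rdr6*. In *ago4*, 197 kb of this was hypomethylated and 24.6 kb hypermethylated; *ago9* had 50.8 kb and 134 kb, and *rdr6* 47.7 kb and 135 kb. CG DMRs covered 693 kb in *ago4*, 358 kb in *ago9* and 462 kb in *rdr6*, and CHG DMRs 469 kb, 248 kb and 246 kb. The share in the CHH context was 12.0%, 8.59% and 6.97% with the Fisher exact test also required in each window, and 78.7%, 83.7% and 81.5% with 20 different cytosine positions required in each DMR.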

**Table 1:** Total number and length of DMRs in *ago4*, *ago9* and *rdr6*.

Sequence context	*ago4*		*ago9*		*rdr6*	
	Total DMRs	Total Kb covered	Total DMRs	Total Kb covered	Total DMRs	Total Kb covered
CG	4,416	599.05	2,337	299.15	3,038	398.05
CHG	2,395	387.40	1,388	205.55	1,245	195.55
CHH	1,606	227.05	1,402	188.95	1,549	204.75
Total	8,417	1,213.50	5,127	693.65	5,832	798.35

### *AGO4*, *AGO9* and *RDR6* participate mainly in CHH methylation of TEs

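In the CG and CHG contexts, most regions that differed had lost methylation in the mutant. Of the CG DMRs, 64.6% (exact binomial 95% interval 63.2% to 66.0%) were hypomethylated in *ago4*, 58.1% (56.2% to 60.1%) in *ago9* and 65.6% (63.9% to 67.3%) in *rdr6*. Of the CHG DMRs the shares were 88.6% (87.3% to 89.9%), 86.4% (84.5% to 88.2%) and 81.5% (79.3% to 83.5%). The CG changes were close to complete: the median level of hypomethylated CG DMRs was 77.9% in wild-type and 4.94% in *ago4*, 73.5% and 3.70% for *ago9*, and 76.8% and 8.55% for *rdr6*. Hypermethylated CG DMRs went from a median of 3.85% to 76.5% in *ago4*, from 4.55% to 77.3% in *ago9* and from 2.80% to 70.4% in *rdr6*. Gene bodies held 79.1% of the hypermethylated and 52.7% of the hypomethylated CG DMRs of *ago4*. In *rdr6* the 2 shares were 74.8% and 74.9%, and in *ago9* 70.5% and 69.7%. Hypomethylated CHG DMRs had median levels of 55.7% in wild-type and 19.2% in *ago4*, 66.2% and 34.8% for *ago9*, and 64.7% and 32.8% for *rdr6*.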

When compared to wild-type, DMRs in *ago4*, *ago9*, and *rdr6* were most frequently hypomethylated in CG and CHG contexts (**Figure 2A**). The same is true for *ago4* in the CHH context, but not for DMRs in *ago9* and *rdr6* for the CHH context, which were preferentially hypermethylated (**Figure 2A**). 

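In *ago4*, 1267 of 1469 CHH DMRs were hypomethylated (86.2%, exact binomial 95% interval 84.4% to 88.0%), with a median level of 21.3% in wild-type and 5.62% in the mutant. In *ago9*, 928 of 1286 (72.2%, 69.6% to 74.6%) were hypermethylated, with medians of 7.30% and 23.8%, and in *rdr6*, 1017 of 1349 (75.4%, 73.0% to 77.7%), with medians of 7.20% and 22.4%. At hypermethylated DMRs of *ago9* the median was 6.79% in *ago4* and 10.7% in *rdr6*, and at those of *rdr6* it was 6.99% in *ago4* and 9.32% in *ago9*. The largest rise in *ago9* was on chromosome 5 from 21668001 to 21668150, mostly outside the F-box associated gene AT5G53410 that it touches, from 16.2% to 54.6% (p = 1.02e-19, two-sided Fisher exact test). The next lay on chromosome 5 from 4776051 to 4776250, 218 bp from the PPR repeat gene AT5G14770, from 14.1% to 51.1%. In *rdr6* the largest rises lay on chromosome 1 from 17666151 to 17666250, from 5.13% to 40.8% (p = 1.83e-17, two-sided Fisher exact test), and on chromosome 2 from 8030651 to 8030750, 210 bp from the RNA-binding protein gene emb2444, from 31.4% to 63.8%. The largest falls in *ago9* lay on chromosome 1 from 22592651 to 22592750, from 40.9% to 14.6%, and on chromosome 5 from 22110301 to 22110400, 25 bp from the wound-responsive gene AT5G54460, from 47.5% to 22.3%. In *rdr6* they lay on chromosome 1 from 7834051 to 7834150, from 41.1% to 12.3%, and on chromosome 3 from 10938051 to 10938250, from 45.7% to 17.4%. The *ago9* fall from 22592651 was measured on the minus strand alone. The *rdr6* rise from 17666151 was 59.0 percentage points on the minus and 9.58 on the plus strand. At the *rdr6* fall from 10938051 the strands differed by -32.5 (minus) and -4.86 (plus). A hypermethylated DMR rested on a median of 121 calls in *ago9* and 122 in *rdr6*, and 46.4% and 43.1% of them differed on each strand, against 48.9% and 50.0% of the hypomethylated DMRs. Regions called on the reads of 1 strand alone were then measured on the other strand, a test added after the data were seen that assumes a change on both strands. Hypermethylated regions, which rose by 18.6 percentage points on the first strand in *ago9* and 17.4 in *rdr6*, differed by 1.63 (95% interval 1.23 to 2.03) and 1.37 (1.09 to 1.65) on the other strand, and hypermethylated regions of *ago4* rose by 16.6 and then differed by -0.311. Hypomethylated regions differed by -15.8 and then by -1.05 points in *ago9*, by -16.9 and then by -1.13 in *rdr6*, and by -16.5 and then by -8.13 in *ago4*.

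**Figure D3:**
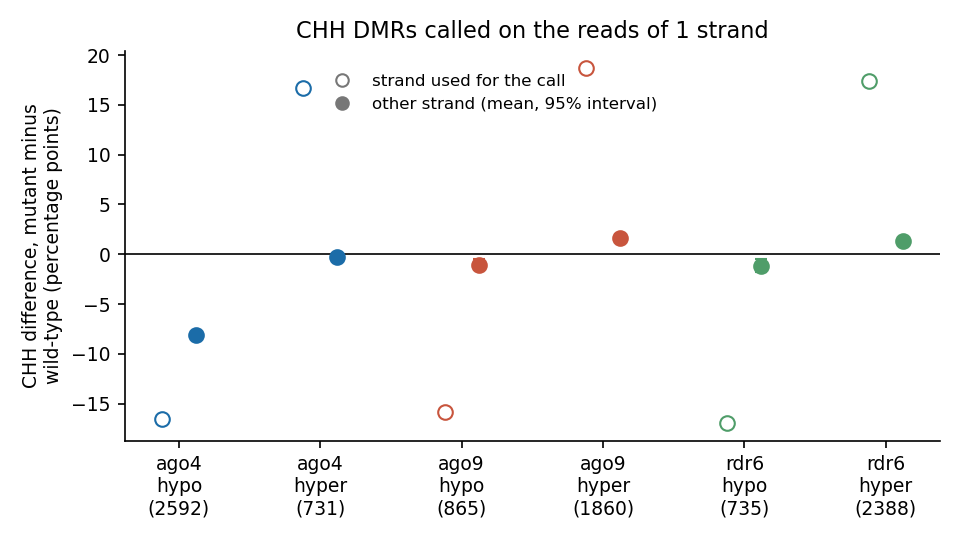
CHH difference between mutant and wild-type (y axis, percentage points) in regions called on the reads of 1 strand, by mutant and direction (x axis, number of regions in brackets). Open circles show the strand used for the call and filled circles the mean of the other strand with its 95% interval; the filled circle is at 1.63 for hypermethylated regions of *ago9* and at -8.13 for hypomethylated regions of *ago4*.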

Mapping of all these DMRs revealed that most of them correspond to discrete genomic regions located in TEs. The proportion of DMRs mapping to TEs corresponds to 54.4%, 65.5%, and 63.1% for *ago4*, *ago9*, and *rdr6* respectively (**Table 2** and **Supplementary Tables S5**, **S6**). As expected, the majority of DMRs map to TEs of the most abundant superfamilies, including DNA/Harbinger, LTR/Gypsy, RC/Helitron, DNA/MuDR and LTR/Gypsy, representing more than 70% of all TEs targeted by DMRs (**Figure 2B**; **Supplementary Table S5**). SINE retrotransposons represented 7.6%, 3.1%, and 1.5% of all hypomethylated TEs in *ago4*, *ago9*, and *rdr6*, respectively: most abundant hypomethylated superfamilies also included RathE1_cons and RathE2_cons in *ago4* and *ago9*; and DNA/Mariner and LRT/copy in *rdr6* (**Supplementary Figure S6** and **Supplementary Table S5**). In the case of hypermethylated DMRs, DNA/Harbinger and LTR/Gypsy TEs were among the most represented superfamilies common to all three mutants, whereas DNA/MuDR was found only in *ago4* and *ago9*, and SINE was among the most represented in *ago4* and *rdr6* (**Supplementary Figure S6** and **Supplementary Table S5**).

**Figure 2:**
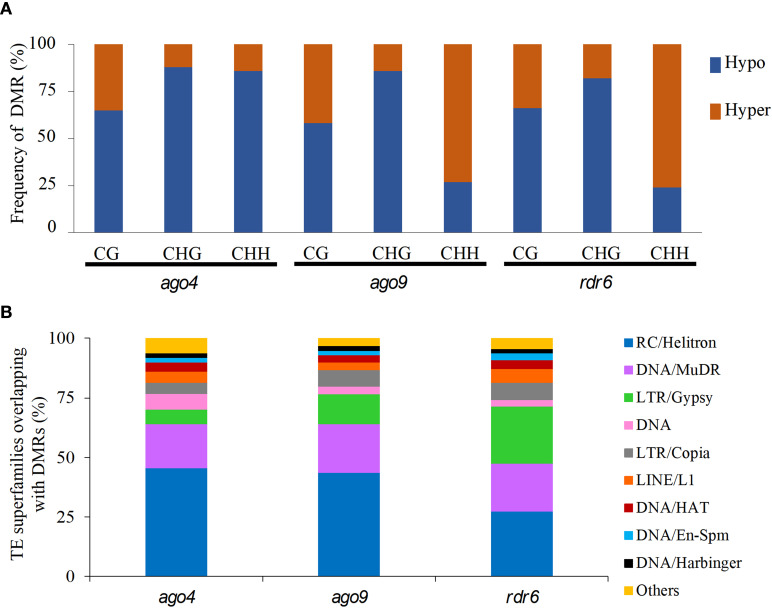
Quantification of hypo- and hypermethylated DMRs and their most represented TE superfamilies in three RdDM mutants. **(A)** Percentage of hypomethylated (Hypo) and hypermethylated (Hyper) DMRs in each mutant for each sequence context. **(B)** Representation of TE superfamilies within DMRs for all three mutants. The “Others” group includes the following TE superfamilies: DNA/Pogo, RathE1_cons, DNA/Mariner, SINE, RathE3_cons, DNA/Tc1. RathE2_cons, and SADHU.

**Table 2:** DMRs mapping to specific genomic regions in the CHH context.

Genotype	Type of DMR	Total	Gene elements (%)	Gene promoter (%)	Gene body (%)	TEs (%)	Gene element and TEs (%)	Others (%)
*ago4*	Hypermethylated	231	57 (24.7)	6 (2.6)	51 (22.1)	155 (67.1)	15 (6.5)	34 (14.7)
	Hypomethylated	1,375	147 (10.7)	48 (3.5)	99 (7.2)	719 (52.3)	54 (3.9)	563 (40.9)
	Total	1,606	204 (12.7)	54 (3.4)	150 (9.3)	874 (54.4)	69 (4.3)	597 (37.2)
*ago9*	Hypermethylated	1023	122 (11.9)	20 (2.0)	102 (10.0)	746 (72.9)	46 (4.5)	201 (19.6)
	Hypomethylated	379	52 (13.7)	10 (2.6)	42 (11.1)	173 (45.6)	11 (2.9)	165 (43.5)
	Total	1,402	174 (12.4)	30 (2.1)	144 (10.3)	919 (65.5)	57 (4.1)	366 (26.1)
*rdr6*	Hypermethylated	1,171	103 (8.8)	21 (1.8)	82 (7.0)	789 (67.4)	35 (3.0)	314 (26.8)
	Hypomethylated	378	56 (14.8)	13 (3.4)	43 (11.4)	188 (49.7)	14 (3.7)	148 (39.2)
	Total	1,549	159 (10.3)	34 (2.2)	125 (8.1)	977 (63.1)	49 (3.2)	462 (29.8)

### *ago4*, *ago9* and *rdr6* affect methylation at distinct loci

Given that both *ago9* and *rdr6* had a higher number of hypermethylated DMRs in the CHH context and the majority mapped to TEs, we determined if families that contained more than 10% of their members targeted by hypermethylated DMRs were equivalent in *ago9* and *rdr6*. Among 54 families overall targeted by DMRs in both genes (25 in *ago9* and 29 in *rdr6*), only six were represented in hypermethylated DMRs in both mutants (**Supplementary Figure S7**), suggesting that the two corresponding genes target a distinct universe of TEs during female reproductive development. In addition, *ago4* hypermethylated TE in *ago9* and *rdr6*, with only one of 67 families being common to all three mutants (**Supplementary Figure S7**).

Of all the TEs targeted by DMRs, 59.58% (485/814), 58.62% (483/824), and 61.30% (537/876) were unique to *ago4*, *ago9*, and *rdr6*, respectively (**Figure 3A** and **Supplementary Table S6**). If only hypomethylated TEs are considered, 78.62% (526/669), 46.43% (78/168) and 41.01% (73/178) were unique to *ago4*, *ago9*, and *rdr6*, respectively, confirming the wider role that *ago4* appears to play in methylation of TEs during gynoecium development (**Figure 3B** **)**. If only *ago9* and *rdr6* were compared, only 20.5% (139/678) of DMRs map to the same TEs, confirming that targeted families of TEs are mostly distinct among the corresponding genes. This result is consistent with the fact that the families of hypermethylated TEs in both mutants were different (**Supplementary Figure S7**). Only 7.19% (10/139) of hypermethylated TEs are shared between *ago4*, *ago9*, and *rdr6* (**Figure 3C**), confirming the limited redundancy about their function during gynoecium development.

**Figure 3:**
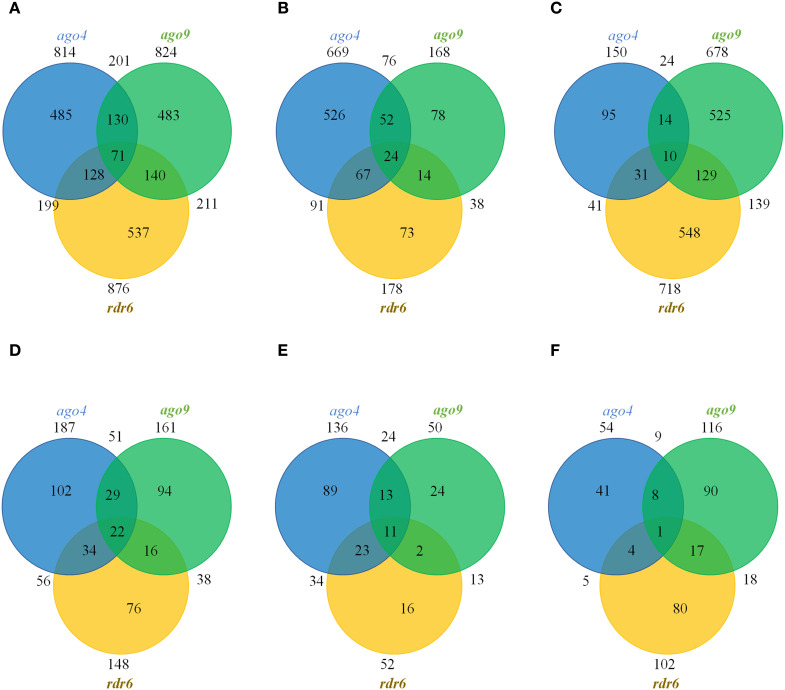
Venn distribution of TEs and genes mapping to DMRs in the CHH context. **(A)** Total number of DMRs containing TEs. **(B)** Total number of hypomethylated DMRs containing TEs. **(C)** Total number of hypermethylated DMRs containing TEs. **(D)** Total number of DMRs containing genes. **(E)** Total number of hypomethylated DMRs containing genes. **(F)** Total number of hypermethylated DMRs containing genes.

### Methylation at only a few genes is affected by mutations in *ago4*, *ago9* or *rdr6*

In all the three mutants a small fraction of DMRs map to gene elements, including their promoter region: 12.7% (204) in *ago4*, 12.4% (174) in *ago9*, and 10.3% (159) in *rdr6*. 

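Most CHH DMRs lay outside genes and promoters. Gene elements took 272 of the CHH DMRs of *ago4* (18.5%), 202 of *ago9* (15.7%) and 188 of *rdr6* (13.9%). Gene bodies held 12.3%, 12.1% and 10.6% of the CHH DMRs, and the 200 bp upstream of genes 6.19%, 3.65% and 3.34%. The largest fall of *ago4* was in the UTR of ATMAP65-6 (AT2G01910, chromosome 2, 416401 to 416500), a microtubule-associated protein gene, from 70.9% (95% interval 63.9% to 77.0%) to 33.9% (25.8% to 43.1%; p = 7.89e-10, two-sided Fisher exact test). The next was in the promoter of the pantothenate kinase gene AT2G17320 (chromosome 2, 7536001 to 7536100), from 39.0% to 2.42%, where *ago9* had 40.2% and *rdr6* 38.0%. The largest rise of *ago4* was in a coding exon of AT5G03710 (chromosome 5, 971501 to 971600), annotated as a replication factor C large subunit, from 8.80% of 693 calls to 85.6% of 202 calls. The next was in a coding exon of AT5G53800 (chromosome 5, 21848551 to 21848650), a nucleic acid-binding protein gene, from none of 349 calls in wild-type to 50.0% of 138 calls. Both rises were measured on the minus strand alone. With the promoter taken as 1000 bp in place of 200 bp, gene elements took 51.3%, 40.3% and 37.1% of the CHH DMRs. With the whole DMR required inside the feature, promoters took 2.65%, 1.87% and 1.78%.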

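CHH DMRs mapped to 275 genes in *ago4*, 202 in *ago9* and 187 in *rdr6*. Of these genes, 405 had CHH DMRs in a single mutant, 98 in a pair of mutants and 21 in all 3. Hypomethylated CHH DMRs mapped to 223 genes in *ago4*, 58 in *ago9* and 55 in *rdr6*. Hypermethylated CHH DMRs mapped to 55, 149 and 136 genes. No gene had a CHH DMR in all 3 mutants in any of 20 redraws from the pooled rate of the 4 methylomes. Calls were drawn independently, so these redraws cannot show sharing that comes from calls lying together on 1 read. The number of genes with CHH DMRs in all 3 mutants was 5 with the Fisher exact test also required in each window, 3 with the larger difference of 15 points, 13 with windows merged up to 300 nt apart, and 8 with each strand required to differ. It was 14 with the methylomes thinned to 1 depth.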

The total number of genes targeted by these DMRs are illustrated in **Figure 3D** and **Supplementary Table S7**. 

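Of the 22 genes of Table S8, 15 had a CHH DMR in all 3 mutants here and 19 had one in at least 1 mutant. In each of the 15 the direction in each mutant was that of Table S8. The 15 were AT1G11785, AT3G17750, AT3G46470, AT4G03380, AT4G28397, AT5G46295, AT3G23650, AT1G52990, AT1G18130, ARF21, AT4G03830, AT2G18480, HPL1, UMAMIT45 and AT4G10210. For HPL1 in *rdr6*, Table S9 gives the coordinates of AT4G10210, and this entry was left out. Of the other 65 regions listed for the 22 genes, 59 overlapped a CHH DMR of the same mutant. Among the 61 regions of genes with a single direction in a mutant, all 61 were measured in that direction. The paper chose these regions from the methylomes of the same study because they differed that way. The count therefore checks coordinates and calls and is not separate evidence. Counting the 6 genes outside Table S8 as well, 9 of the 21 genes with CHH DMRs in all 3 mutants were hypomethylated in each, 1 was hypermethylated in each, and 11 differed in direction between mutants or regions. Of the 15, 6 kept a CHH DMR in all 3 mutants with the methylomes thinned to 1 depth, 3 with the Fisher exact test also required in each window, 4 with each strand required to differ, and 1 with the larger difference of 15 points.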

Only 22 genes had methylation patterns altered in all three mutants, opening possibilities for their functional investigation (**Figures 3D-F**). The identity of these 22 genes is presented in **Supplementary Table S8**, using annotation and description from TAIR10 (Berardini et al., 2015), complemented with UNIPROT information (UniProt Consortium, 2021) when necessary. 

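AT5G46295, an uncharacterized protein gene, had far less CHH methylation at its promoter in the 3 mutants than in wild-type. The 3 comparisons share the wild-type calls, so a state held by the wild-type plants alone cannot be told apart from a loss. On chromosome 5 from 18780301 to 18780400 the level was 17.7% (95% interval 14.6% to 21.4%) of 485 calls in wild-type, 0.539% of 371 in *ago4* and 0.851% of 235 in *rdr6*, and none of 339 calls was methylated in *ago9*, with a 95% interval of up to 1.12% (p = 5.86e-22, two-sided Fisher exact test). The intron of AT1G11785, another uncharacterized gene, had 16.1% in wild-type and 2.60% in *ago4* on chromosome 1 from 3980701 to 3980950. From 3980801 to 3980900 it had 19.0% in wild-type and 4.26% in *ago9*, and from 3980801 to 3980950 19.2% in wild-type and 1.61% in *rdr6*. The promoter of the protein kinase gene AT3G17750 (chromosome 3, 6073401 to 6073750) fell from 32.4% to 17.7% in *ago4*, 20.0% in *ago9* and 12.6% in *rdr6*. The promoter of AT4G28397, a lipid-transfer-like protein gene (chromosome 4, 14045651 to 14045800), fell from 28.7% to 14.5%, 10.4% and 10.1%. An intron of AT4G03380 (chromosome 4, 1486501 to 1486650) fell from 23.3% to 13.2% in *ago4* and 9.01% in *ago9*, and another part (1485101 to 1485200) from 17.1% to 3.15% in *rdr6*. AT3G46470, an RNA-binding protein gene, fell in its coding exon in *ago4* (chromosome 3, 17099851 to 17100000, 18.6% to 5.98%) and in its promoter in *ago9* (17100901 to 17101050, 27.6% to 16.3%) and *rdr6* (17100951 to 17101100, 30.7% to 15.9%). The regions listed for AT2G28400 and IP5PII (AT4G18010), an inositol phosphatase gene, lay outside the reference gene and its 200 bp upstream. On chromosome 2 from 12150301 to 12150400, listed for AT2G28400, the level was 24.5% in wild-type and 9.86% in *ago4*. On chromosome 4 from 9989751 to 9989850, listed for IP5PII, it was 36.3% in wild-type, 19.3% in *ago4*, 16.1% in *ago9* and 18.5% in *rdr6*. Both strands differed at p under 0.05 in all 3 mutants at AT5G46295, AT3G17750 and AT4G28397.

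**Figure D4:**
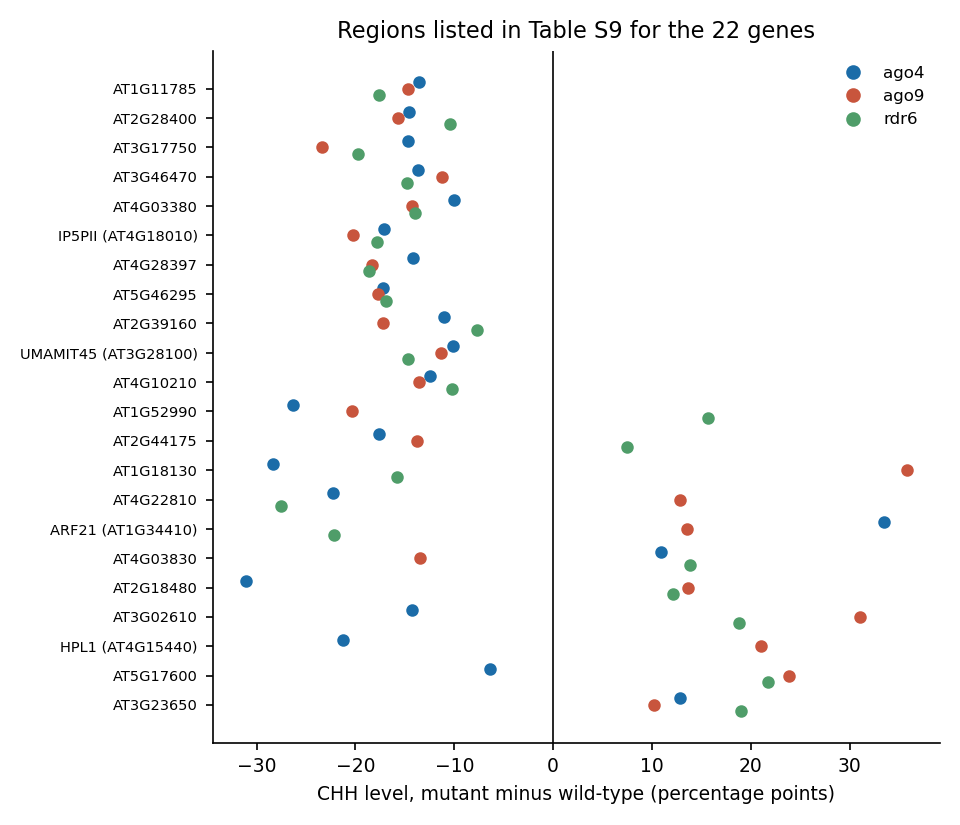
CHH level of the mutant minus that of wild-type (x axis, percentage points) in the regions that Table S9 lists for the 22 genes of Table S8 (y axis), 1 point per region and mutant. HPL1 has no point for *rdr6*. AT5G46295 lies left of 0 in the 3 mutants, at levels of 0.851% or less, and AT3G23650 right of 0.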

Eight out of 22 genes were hypomethylated in all three mutant backgrounds: *ago4*, *ago9* and *rdr6* (At1g11785; At2g28400; At3g17750; At3g46470; At4g03380; At4g18010; At4g28397; At5g46295; **Supplementary Table S8**). These genes encode for two transmembrane proteins, the tyrosine kinase DYRKP-1, an RRM/RBD/RNP motif RNA-binding protein, a non-specific lipid-transfer-like protein, a protein with posphatase activity and two proteins of unknown function. 

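AT3G23650, a kinase-like gene on chromosome 3 from 8510689 to 8511196, gained CHH methylation in the 3 mutants, at neighbouring regions. In *ago4* the promoter from 8511151 to 8511250 had 22.2% (95% interval 17.5% to 27.9%) of 243 calls and 9.37% (7.53% to 11.6%) of 790 calls in wild-type (p = 5.93e-07, two-sided Fisher exact test). In *ago9* a region that reaches into the first exon, from 8511101 to 8511250, had 19.0% against 8.82%, and the end of the gene, from 8510651 to 8510750, had 24.5% against 9.05%. In *rdr6* the coding exon from 8510801 to 8510900 had 27.9% (23.3% to 33.0%) of 326 calls against 8.92% (p = 2.44e-15, two-sided Fisher exact test). Both strands rose in *ago4* and *ago9*; in *rdr6* the plus strand rose by 21.9 percentage points and the minus strand differed by -0.509.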

A single gene encoding for a kinase-like protein (At3g23650) was hypermethylated in *ago4*, *ago9* and *rdr6* backgrounds. Of the remaining 13 genes, two were hypomethylated in *ago4* and *ago9*, but hypermethylated in *rdr6* (At1g52990 and At2g44175, encoding for a thioredoxin and acyl-CoA N-acyltransferase, respectively; **Supplementary Table S8**). 

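The intron of the thioredoxin family gene AT1G52990 lost CHH methylation in *ago4* and *ago9*. On chromosome 1 from 19742051 to 19742150 the level was 28.4% in wild-type, 2.07% in *ago4* and 8.02% in *ago9*. In *rdr6* the DMR from 19741851 to 19742150 rose from 14.8% to 25.4% (p = 0.000178, two-sided Fisher exact test), by 17.9 percentage points on the minus and 1.92 on the plus strand. AT2G44175, an acyl-CoA N-acyltransferase gene, had a CHH DMR in *ago4* alone among the DMRs called here. Its coding exon on chromosome 2 from 18269051 to 18269150 had 28.8% in wild-type and 11.2% in *ago4* (p = 7.20e-09, two-sided Fisher exact test). Its promoter region of Table S9 (18268701 to 18268800) had 24.4% in wild-type and 10.6% of 113 calls in *ago9*, and the region from 18268601 to 18268950 had 19.9% in wild-type and 27.3% of 403 calls in *rdr6* (p = 0.00124, two-sided Fisher exact test).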

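AT1G18130, annotated in the biotin synthetase superfamily, changed most in an intron on chromosome 1 from 6237651 to 6237750. The level was 30.9% (95% interval 26.6% to 35.5%) in wild-type, 2.56% (1.10% to 5.86%) in *ago4* and 66.7% (55.9% to 76.0%) in *ago9*. The rise in *ago9* rested on 81 calls and was larger on the minus strand, 49.9 percentage points, than on the plus strand, 16.6. In *rdr6* none of 48 calls was methylated from 6236901 to 6237000, with a 95% interval of up to 7.41%, against 15.8% in wild-type (p = 0.000768, two-sided Fisher exact test). The regions listed for the AT-hook gene AT4G22810 lie on chromosome 4 outside the reference gene, which starts at 11983974. From 11979501 to 11979600 the level was 29.6% in wild-type, 7.28% in *ago4* and 2.08% of 48 calls in *rdr6*. From 11978751 to 11979000 it was 5.17% in wild-type and 18.0% of 128 calls in *ago9*.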

Two are hypomethylated in *ago4* and *rdr6*, but hypermethylated in *ago9* (At1g18130 and At4g22810: encoding for a biotin synthetase and a protein AT-Hook nuclear localized protein, respectively; **Supplementary Table S8**). A single gene is hypermethylated in *ago4* and *ago9*, but hypomethylated in *rdr6* (At1g34410, encoding for the auxin response factor ARF21), or hypermethylated in *ago4* and *rdr6*, but hypomethylated in *ago9* (the hypothetical protein At4g03830; **Supplementary Table S8**). 

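ARF21 (AT1G34410), an auxin response factor, lies on chromosome 1 from 12577722 to 12580824. Its intron from 12578001 to 12578150 rose from 18.3% (95% interval 15.7% to 21.2%) to 51.7% (46.7% to 56.7%) in *ago4* (p = 2.43e-30, two-sided Fisher exact test). The rise was 42.1 percentage points on the plus strand and 4.25 on the minus strand. The coding exon from 12577701 to 12577950 rose from 4.87% to 18.4% in *ago9*. In *rdr6* none of 138 calls from 12578001 to 12578100, all on the plus strand, was methylated, with a 95% interval of up to 2.71%, against 22.1% in wild-type. Over the whole gene and promoter, no member of the 8-gene ARF21 group was called higher or lower in the CHH context in a mutant (0 also adjusted over the list alone). The group's median was 5.29% in wild-type, 5.47% in *ago4*, 5.54% in *ago9* and 6.28% in *rdr6*. AT4G03830, a hypothetical protein gene on chromosome 4, changed in 3 coding regions. From 1790751 to 1790850 it rose from 4.03% to 14.9% in *ago4*, by 15.6 percentage points on the plus strand and -0.497 on the minus strand. From 1791551 to 1791700 it fell from 13.5% to none of 79 calls in *ago9*, with a 95% interval of up to 4.64%. From 1791751 to 1791850 it rose from 4.61% to 18.5% of 65 calls in *rdr6*.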

Four are hypomethylated in *ago4* but hypermethylated in *ago9* and *rdr6* (At2g18480; At3g02610; At4g15440; and At5g17600; encoding for the probable polyol transporter PLT3, the acyl-acyl carrier protein desaturase AAD2, the cytochrome CYP74B2, and the Arabidopsis toxic yeast protein ATL52, respectively; **Supplementary Table S8**). 

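AT2G18480, a transporter of the major facilitator superfamily, changed in its UTR on chromosome 2. From 8009451 to 8009600 the level fell from 42.8% to 11.7% in *ago4* (p = 7.82e-31, two-sided Fisher exact test). From 8009301 to 8009400 it rose from 3.83% to 17.4% in *ago9* and 15.9% in *rdr6*, where the minus strand differed by -2.92 percentage points. An intron of HPL1 (AT4G15440), a hydroperoxide lyase of the oxylipin pathway, fell from 41.0% to 19.8% of 81 calls in *ago4* on chromosome 4 from 8837051 to 8837150. It rose from 38.9% to 60.0% in *ago9* from 8837001 to 8837150, and from 18.6% to 45.2% of 62 calls in *rdr6* from 8836501 to 8836650. These rises were on the plus strand, and the minus strand differed by -3.55 points in *ago9* and -12.5 in *rdr6*. AT3G02610, an acyl carrier protein desaturase gene on chromosome 3, rose in an intron in *ago9* (557651 to 557750, 13.4% to 44.4% of 54 calls) and in its UTR in *rdr6* (557501 to 557750, 16.8% to 32.8%). Its *ago4* region of Table S9 (557501 to 557750) had 2.54% in *ago4*, inside a longer DMR that does not map to the gene by the rule of 50% overlap. The UTR of AT5G17600, a RING finger protein gene on chromosome 5, rose from 11.9% to 35.7% of 98 calls in *ago9* (5801351 to 5801450) and from 16.6% to 38.4% of 86 calls in *rdr6* (5801251 to 5801350). In *ago4* its region from 5801351 to 5801500 had 11.8% in wild-type and 5.39% in the mutant (p = 0.0192, two-sided Fisher exact test).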

Finally, there are three genes that contain antagonistic but independent DMRs within their promoter or coding sequence: the hypothetical protein At2g39160 and the UMAMIT45 transporter (At3g28100) are hypomethylated in *ago4* and *rdr6* and contain two antagonistic RDMs in *ago9*; whereas the putative transmembrane protein DUF239 is hypomethylated *in ago4* but contains two antagonistic RDMs in *ago9* and *rdr6* (**Supplementary Table S8** **)**. 

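AT4G10210, the DUF239 gene, had a region of CHH gain that *ago9* and *rdr6* shared. Its coding exon on chromosome 4 was nearly unmethylated in wild-type, at 0.699% from 6358201 to 6358450, and had 14.6% in *ago9* (p = 4.30e-39, two-sided Fisher exact test), and from 6358151 to 6358450 it rose from 0.664% to 12.6% in *rdr6* (p = 1.25e-37, two-sided Fisher exact test). Both strands rose in both mutants. Near its start the gene lost CHH methylation, from 25.8% to 13.4% in *ago4* (6357301 to 6357400), from 24.8% to 11.2% in *ago9* (6357251 to 6357400) and from 12.9% to 2.61% in *rdr6* (6357551 to 6357650). UMAMIT45 (AT3G28100), a nodulin MtN21-like transporter on chromosome 3, fell in its UTR in *ago4* (10459801 to 10459900, 12.2% to 2.12%) and in an intron in *rdr6* (10457501 to 10457600, 25.3% to 10.6%). In *ago9* the intron fell from 21.3% to 9.95% (10457451 to 10457600) and rose from 4.47% to 26.2% of 42 calls (10457851 to 10457950). AT2G39160, a hypothetical protein gene on chromosome 2, fell in its coding exon from 26.4% to 15.3% in *ago4* (16333501 to 16333850). In *ago9* it fell from 25.6% to 8.32% (16333601 to 16333900) and rose from 19.4% to 40.7% (16333451 to 16333600), on both strands in each case. In *rdr6* its region from 16333501 to 16333650 had 23.6% in wild-type and 15.9% in the mutant (p = 0.0262, two-sided Fisher exact test), below the difference that a DMR needs.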

Our results suggest that these genes are regulated by the RdDM pathway and could play unforeseen roles during female reproductive development.

To determine if these 22 genes were also included as RdDM targets in other organs or cells, we analyzed a collection of 9,993 DMR loci identified in leaves, plantlets and roots of *drm2* and *rdr2* mutants (Walker et al., 2018); and to a collection of 9,051 DMR loci identified in male meiocytes and pollen cells of *drm1 drm2* double mutants (Walker et al., 2018). As described in **Supplementary Table S9**, 15 out of these 22 genes (68.2%) are also included in RdDM-dependent DMRs of vegetative tissues. In addition, 18 out of 22 (81.8%) are included in RdDM-dependent DMRs of reproductive cells of the male lineage, suggesting that most of these genes are also regulated by RdDM during male gametogenesis (**Supplementary Table S9**). Only three out of 22 were not identified in RdDM -dependent DMRs of vegetative organs or male reproductive cells (At5g46295, At4g03830, At3g23650), suggesting that their regulation could be specific to female reproductive development (**Supplementary Table S9**). These results suggest that the RdDM-dependent regulation of these 22 genes is not restricted to reproductive tissues or specifically dependent on the activity of *AGO4*, *AGO9*, and *RDR6*, but rather shared by multiple genes involved in the RdDM pathway throughout Arabidopsis development.

## Discussion

The initiation of reproductive development in Arabidopsis entails the emergence from the shoot apical meristem of determined floral meristems that will progressively develop four whorls, including the central whorl of carpels that forms the gynoecium, which generally appears during stage 6 of flower primordium development (Herrera-Ubaldo and de Folter, 2022). In this study we provide the first compendium of genomic DNA methylation marks prevailing in the pre-meiotic gynoecium, allowing a comparison with other sporophytic and gametophytic methylomes in either wild-type or mutants of the RdDM pathway.

Surprisingly, our results show that the methylome of the Arabidopsis pre-meiotic gynoecium is characterized by TE and gene methylation levels that resemble those prevailing in male gametophytic cells rather than sporophytic tissues. By analyzing recently reported results (Zhou et al., 2022), we also found that methylation levels prevailing in differentiated ovules are also similar to those prevailing in the male meiocyte and pre-meiotic gynoecia. This tendency was already reflected in shoot stem cells, where methylation profiles of TEs in the CHH had also a tendency to resemble those of male meiocytes (Gutzat et al., 2020). Our results confirm this tendency at subsequent stages of female reproductive development, extending the results to genes in the CHH context, and TEs in the CG and CHG contexts. Although the methylome of the MMC has yet to be characterized, it is likely that the methylation profiles prevailing in the female meiocyte would be similar to those of the male meiocyte and pre-meiotic gynoecia. It is therefore possible to suggest that epigenetic reprogramming initiates in the shoot apical meristem, during the formation of the floral meristem, with methylation changes being progressively inherited to cells that subsequently give rise to the gynoecium and the ovule, closely resembling those that will ultimately prevail in gametophytic cells.

Cells of the male gametophytic lineage have similar levels of methylation, with higher levels of CG and CHG methylation in TEs, and lower levels of CHH methylation as compared to sporophytic organs (Walker et al., 2018). Given the similarity in methylation between the gynoecium and the male meiocyte, a similar developmental program could occur on the female reproductive side, with lower CHH methylation in the gynoecium and MMC than in the functional megaspore or the egg cell, for example. The molecular mechanism leading to decreased CHH methylation in the gynoecium remains to be determined. In the ovule of Arabidopsis, recent results have demonstrated that methylation levels depend on the CLASSY (CLSY) family of putative chromatin remodeling actors, specifically CLSY3 and CLSY4 (Zhou et al., 2022). Given the similarity in methylation levels between the ovule and gynoecium, it is possible that methylation levels in the pre-meiotic gynoecium will also depend on CLSY family members. Translational reporter fusions indicate that CLSY3 is highly expressed in the gynoecium and the ovule (Long et al., 2021). In contrast, its expression in the male reproductive side is confined to the tapetum cells, where CLSY3 is involved in the biogenesis of siRNAs that direct DNA methylation to meiocytes (Long et al., 2021).

On the other hand, the gynoecium methylation profiles of *ago4*, *ago9* and *rdr6* are virtually identical to those of wild type gynoecium in TEs and in genes, with only residual changes detected for TE and gene methylation levels in the CHH context, as expected for mutants involved in the RdDM pathway. 

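The CHH level of genes was low in each methylome and differed by a similar amount inside and outside genes. From 1000 to 3000 bp into the gene it was 0.620% in wild-type, 0.286% in *ago4*, 0.221% in *ago9* and 0.263% in *rdr6*. In the flank from 2000 to 5000 bp upstream it was 0.860%, 0.479%, 0.455% and 0.484%. The first 100 bp of the gene had 0.715% in wild-type and 0.387%, 0.334% and 0.368% in the mutants. The differences to wild-type inside genes were -0.334, -0.399 and -0.358 percentage points. The 8041 coding genes taken as unmethylated fell by 0.287, 0.351 and 0.315 points from 0.510% in wild-type. Differences of this size, here and in the gene groups below, cannot be told apart from less complete conversion in wild-type. In 22 genes of gynoecium and ovule development the median CHH level was 0.455% in wild-type, 0.194% in *ago4*, 0.156% in *ago9* and 0.212% in *rdr6*, and none was called higher or lower (0 also adjusted over the list alone). Median levels of the 10 genes of meiosis and germline specification were 0.542%, 0.209%, 0.171% and 0.176%, again with none called (0 also adjusted over the list alone).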

The genome of *ago4* individuals contained the highest number of DMRs, confirming that AGO4 is likely the main effector of the canonical RdDM pathway in pre-meiotic gynoecia (Havecker et al., 2010; Cuerda-Gil and Slotkin, 2016). 

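Compared directly, the mutants differed most from *ago4*. Between *ago4* and *ago9* there were 2177 CHH DMRs, of which 1967 had the higher level in *ago9* and 210 in *ago4*. Between *ago4* and *rdr6* there were 2371, of which 2172 were higher in *rdr6*. Between *ago9* and *rdr6* there were 1693, of which 1023 were higher in *rdr6* and 670 in *ago9*. At the hypomethylated CHH DMRs of *ago4* the median level was 18.0% in *ago9* and 17.6% in *rdr6*. Regions hypomethylated in *ago9* had a median of 10.5% in *ago4* and 16.2% in *rdr6*, and those hypomethylated in *rdr6* had 10.3% in *ago4* and 16.1% in *ago9*. With the 4 methylomes thinned to 1 depth, *ago4* had 7106 DMRs in all contexts, *rdr6* 5237 and *ago9* 4710. From the highest number of DMRs in *ago4*, the paper proposes that AGO4 is the main effector of the canonical RdDM pathway in pre-meiotic gynoecia.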

When compared to leaf methylomes, the frequency of DMRs in the CHH context was low for all three mutants. For comparison, homozygous individuals of *ago4-6* exhibited 3,731 and 1,606 DMRs in leaves and pre-meiotic gynoecia respectively, confirming that RdDM functional redundancy is particularly prevalent during female reproductive development (Havecker et al., 2010; Hernández-Lagana et al., 2016). No specific methylation defects had been characterized in *ago9* individuals during reproductive development, despite confirmation of its specific activity in the ovule (Olmedo-Monfil et al., 2010; She et al., 2013; Mendes et al., 2020). Our results offer the first compendium of genomic regions that are targeted for DNA methylation by AGO9 in pre-meiotic gynoecia. Although the role of *RDR6* in DNA methylation has been previously described (Nuthikattu et al., 2013; Stroud et al., 2013), our results represent the first collection of loci that show defects in RDR6-dependent DNA methylation.

The leaf methylome did not show hypermethylated DMRs in the genome of *ago9* individuals (Stroud et al., 2013), suggesting that its repressive role of DNA methylation might be specific to reproductive organs. Although *AGO4, AGO9* and *RDR6* participate in distinct variants of the RdDM pathway, our results show that these three genes generally act on distinct regions of the genome, as most of the corresponding DMRs targeting TEs or genes are specific to each of them. Nevertheless, we identified 22 genes that are targeted by all three genes in the pre-meiotic gynoecium, opening possibilities for their involvement in common reproductive phenotypes. Eleven of them are directly or indirectly related to mechanisms controlling reproductive development in Arabidopsis, either because of their phylogenetic relation with other family members playing a role in reproduction, or because of their putative interaction with previously characterized genes involved in different aspects of ovule or seed development (**Supplementary Table S10**). 

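Genes that lost CHH methylation in *ago9* or *rdr6* had often lost it in *ago4* as well. Of 58 genes with hypomethylated CHH DMRs in *ago9*, 33 also had one in *ago4*, and of 55 in *rdr6*, 35 also had one in *ago4*. Independent lists would share 0.394 and 0.374 genes if drawn from the 32819 genes tested, and 9.28 and 8.80 if drawn from the 1394 genes with a window whose CHH level over the 4 methylomes is at least 10%. Between *ago9* and *rdr6*, 13 genes were shared, against 0.0972 and 2.29. Shared hypermethylated genes numbered 8 between *ago4* and *ago9*, 6 between *ago4* and *rdr6* and 20 between *ago9* and *rdr6*, against 0.250, 0.228 and 0.617 if drawn from all genes tested and 5.88, 5.37 and 14.5 if drawn from the 1394. Mutant methylomes redrawn from the wild-type rates shared none of these genes. Those redraws take the observed wild-type levels as true, so they cannot show sharing that comes from error in the shared wild-type methylome. With all 4 methylomes redrawn from their pooled rate, a pair shared at most 1 gene of either direction in a redraw. Both kinds of redraw drew calls independently, so calls that lie together on 1 read were not modelled. By position, 447 windows of 50 nt lay in hypomethylated DMRs of both *ago4* and *ago9*, 460 of *ago4* and *rdr6*, and 198 of *ago9* and *rdr6*, against 1.76, 1.66 and 0.426 for independent lists among all 2271263 windows tested and 130, 122 and 31.5 among the 30752 that reach this level. For hypermethylated DMRs the shared windows numbered 41, 40 and 176, against 0.582, 0.586 and 3.20 among all windows and 43.0, 43.3 and 236 among the 30752. The DMRs themselves were not limited to windows of this level. In opposite directions, 177 windows were hypomethylated in *ago4* and hypermethylated in *ago9* and 148 hypomethylated in *ago4* and hypermethylated in *rdr6*, against 4.67 and 4.70 among all windows. The reverse was found in 1 window (*ago9*) and 4 windows (*rdr6*). Independent opposite lists among the 30752 were not computed, but would share more than the 236 of the hypermethylated lists. The hypomethylated list of *ago4* (3949 windows) is longer than the hypermethylated lists of *ago9* (2686) and *rdr6* (2706). The excess in opposite directions therefore holds against all windows only. The 3 comparisons share the wild-type methylome, so their errors are not independent. From the DMRs specific to each mutant, the paper concludes that AGO4, AGO9 and RDR6 generally act on distinct regions of the genome.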

The subsequent functional analysis of these genes should determine of some of them are involved in gametic cell specification of other key developmental mechanism leading to the formation of the female gametophyte following meiosis and functional megaspore differentiation.

## Data availability statement

The datasets presentedin this study are deposited in the NCBI Gene Expression Omnibus(GEO), accession number GSE223459; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223459.

## Author contributions

J-PV-C, XF and QO-V designed the experiments. GL-M and CB-R provided expertise in sample collection and processing. XF, SD, BA, MV, EG-O, and QO-V provided computational support and analyzed data, QO-V and J-PV-C wrote the paper. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 Sampling of premeiotic gynoecia. **(A)** Gynoecia are collected using a stereo-microscope and dissecting ruler paper; the distance between two lines is 0.5 mm. **(B)** Premeiotic gynoecium of a wild-type *Col*-0 plant; premeiotic gynoecia from all three mutant alleles used in this study (*ago4-6, ago9-3, rdr6-15*) are phenotypically identical to wild-type. Scale bar = 10 μm

Supplementary Figure 2 Principal Component Analysis (PCA) of CG context reads from eight methylomes (two biological replicates per genotype).

Supplementary Figure 3 Comparison of methylation levels of TEs in the pre-meiotic of wild-type and RdDM mutants. The graph shows the methylation frequency shown at each nucleotide position for alignments in all three contexts for TEs and genes; wild-type (red), *ago4* (blue), *ago9* (green), *rdr6* (brown).

Supplementary Figure 4 Comparison of methylation levels of TEs and genes in the methylome of pre-meiotic gynoecia and differentiated ovules of Arabidopsis. The graph shows the methylation frequency shown at each nucleotide position for alignments in all three contexts; wild-type gynoecium (red), ovule (blue).

Supplementary Figure 5 Distribution of DMRs in the CHH context across all five Arabidopsis chromosomes. The density corresponds to the number of DMRs per 100 Kb.

Supplementary Figure 6 Most frequent superfamilies of TEs represented in hypo- or hypermethylated DMRs **(A)** Hypomethylated superfamilies. **(B)** Hypermethylated superfamilies.

Supplementary Figure 7 Most frequent families of TEs represented in DMRs. **(A)** Hypermethylated families. **(B)** Hypomethylated families.

Supplementary Table 1 Primers used for genotyping.

Supplementary Table 2 Global methylation levels in pre-meiotic gynoecia of wild-type, *ago4*, *ago9* and *rdr6* individuals.

Supplementary Table 3 DMRs distribution by size based in their sequence context

Supplementary Table 4 Distribution of DMRs by chromosome

Supplementary Table 5 Superfamilies of TEs represented in DMRs of *ago4*, *ago9* and *rdr6*

Supplementary Table 6 Transposable elements (TEs) represented in DMRs.

Supplementary Table 7 Genes represented in DMRs.

Supplementary Table 8 Genes mapping to DMRs in the CHH context of all the three mutants.

Supplementary Table 9 Genes included in DMRs of pre-meiotic gynoecia of *ago4*, *ago9*, and *rdr6* as well as in DMR RdDM targets of vegetative organs or male reproductive cells. ^a^ *soma*: DMRs from seedling, rosette leaf, cauline leaf and root methylomes in *drm2* and *rdr2* (from Walker et al., 2018); *sex*: DMRs from male meiocyte, microspore and sperm cell methylomes in the double mutant *drm1 drm2* (from Walker et al., 2018); *ago4*: DMRs from pre-meiotic gynoecia in *ago4-6* (this study); *ago9*: DMRs from pre-meiotic gynoecia in *ago9-3* (this study); *rdr6*: DMRs from pre-meiotic gynoecia in *rdr6-15* (this study).

Supplementary Table 10 Annotated information of 11 genes potentially having a reproductive function, and redundantly methylated by the common action of *AGO4*, *AGO9*, and *RDR6.*

# Supplementary material for: Genomic methylation patterns in pre-meiotic gynoecia of wild-type and RdDM mutants of Arabidopsis
**Source:** Front Plant Sci. 2023 Mar 13;14:1123211. doi: 10.3389/fpls.2023.1123211
**Supplement:** Supplementary Figure 1 — Sampling of premeiotic gynoecia. (A) Gynoecia are collected using a stereo-microscope and dissecting ruler paper; the distance between two lines is 0.5 mm. (B) Premeiotic gynoecium of a wild-type Col-0 plant; premeiotic gynoecia from all three mutant alleles used in this study (ago4-6, ago9-3, rdr6-15) are phenotypically identical to wild-type. Scale bar = 10 μm

**Supplementary Materials.**

**Supplementary Table S1. Primers used for genotyping.**

| **Gene** | **Primers name** | **Sequence (5’ to 3’)** | **Alignment Temperature** | **Size PCR product** | **Reference** |
| --- | --- | --- | --- | --- | --- |
| *AGO4* | *ago4-6_*LP  (Forward) | TTCTCCAGCTGGCTAGCTATG | 60°C | Wt= 1113bp  Mutant= 662bp | (Hernández-Lagana et al., 2016) |
|  | *ago4-6_*RP  (Reverse) | CCCAGAAAGGTGACATCTTTG |  |  | (Hernández-Lagana et al., 2016) |
| *AGO9* | *ago9-3_*LP  (Forward) | TGCAGGAACAATCATTGACAG | 61.5° | Wt= 1128bp  Mutant= 448bp | (Hernández-Lagana et al., 2016) |
|  | *ago9-3_*RP  (Reverse) | TCACGAAAAGAGCGAAATTTG |  |  | (Hernández-Lagana et al., 2016) |
| *RDR6* | *F_rdr6-15_*geno  (Forward) | ATGGGGTCAGAGGGAAATATGAA | 60°C | PCR product = 506bp  Wt dig. with MscI=506bp  Mutant dig. with MscI=396bp | ---- |
|  | *R_rdr6-15_*geno  (Reverse) | TTGCACGTGTTGTCAAAAGGATC |  |  |  |
| T-DNA | LBb1.3  (Forward) | ATTTTGCCGATTTCGGAAC |  | T-DNA of  SALK collection | --- |
| T-DNA | LB3  (Forward) | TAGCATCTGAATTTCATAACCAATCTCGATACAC |  | T-DNA of SAIL collection | --- |

**Supplementary Table S2. Global methylation levels in pre-meiotic gynoecia of wild-type, *ago4*, *ago9* and *rdr6* individuals.**

| Genotype | Sequence Context | Global methylation level (%) | Decrease of methylation (%) |
| --- | --- | --- | --- |
| Wt | CG | 22.37 | - |
|  | CHG | 8.63 | - |
|  | CHH | 1.14 | - |
| *ago4* | CG | 20.18 | 9.76 |
|  | CHG | 7.25 | 16.02 |
|  | CHH | 0.75 | 34.44 |
| *ago9* | CG | 18.93 | 15.36 |
|  | CHG | 6.40 | 25.80 |
|  | CHH | 0.68 | 40.70 |
| *rdr6* | CG | 17.16 | 23.27 |
|  | CHG | 5.81 | 32.70 |
|  | CHH | 0.74 | 35.17 |

**Supplementary Table S3. DMRs distribution by size based in their sequence context**

*See companion Excel file.*

**Supplementary Table S4. Distribution of DMRs by chromosome**

| **DMRs that belong to:** | **Sequence**  **Context** | **Chr 1** | **Chr 2** | **Chr 3** | **Chr 4** | **Chr 5** |
| --- | --- | --- | --- | --- | --- | --- |
| *ago4* | CG | 1140 | 752 | 891 | 663 | 970 |
|  | CHG | 548 | 444 | 494 | 411 | 498 |
|  | CHH | 424 | 260 | 330 | 242 | 350 |
|  | **Total** | **2,112** | **1,456** | **1,715** | **1,316** | **1,818** |
| *ago9* | CG | 651 | 373 | 409 | 290 | 614 |
|  | CHG | 261 | 314 | 288 | 230 | 295 |
|  | CHH | 376 | 228 | 283 | 225 | 290 |
|  | **Total** | **1,288** | **915** | **980** | **745** | **1,199** |
| *rdr6* | CG | 762 | 499 | 635 | 422 | 720 |
|  | CHG | 232 | 297 | 263 | 201 | 252 |
|  | CHH | 396 | 274 | 318 | 235 | 326 |
|  | **Total** | **1,390** | **1,070** | **1,216** | **858** | **1,298** |

**Supplementary Table S5. Superfamilies of TEs represented in DMRs of *ago4*, *ago9* and *rdr6***

*See companion Excel file*

**Supplementary Table S6. Transposable elements (TEs) represented in DMRs.**

*See companion Excel file*

**Supplementary Table S7. Genes represented in DMRs.**

*See companion Excel file*

**Supplementary Table S8. Genes mapping to DMRs in the CHH context of all the three mutants.**

| **Gene Id** | **TAIR Annotation** | **Comments** | **Methylation profile** |
| --- | --- | --- | --- |
| At1g11785 | Transmembrane protein | WEB1/PMI2-related (WPR) protein family | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At2g28400 | Unknown protein | senescence regulator, could be related DUF584 family | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At3g17750 | DYRKP-1 | Dual specificity tyrosine phosphoregulated kinase1 | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At3g46470 | RNA-binding protein | RRM/RBD/RNP motif family protein | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At4g03380 | Hypothetical protein | ---- | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At4g18010 | 5PTASE2, AT5PTASE2 | Inositol(1,4,5)P3 5-Phosphatase II | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At4g28397 | nsLTPs-like protein | Non-specific lipid-transfer-like protein | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At5g46295 | Transmembrane protein | Interacts with bHLH DNA-binding protein | *ago4*(hypo) *ago9*(hypo) *rdr6*(hypo) |
| At2g39160 | Hypothetical protein | ---- | *ago4*(hypo) *ago9*(hypo/hyper) *rdr6*(hypo) |
| At3g28100 | UMAMIT45 | Usually Multiple Acids Move in and Out Transporter | *ago4*(hypo) *ago9*(hypo/hyper) *rdr6*(hypo) |

| At4g10210 | Putative transmembrane protein | DUF239 | *ago4*(hypo) *ago9*(hypo/hyper) *rdr6*(hypo/hyper) |
| --- | --- | --- | --- |
| At1g52990 | Thioredoxin (TRX) family protein | ---- | *ago4*(hypo) *ago9*(hypo) *rdr6*(hyper) |
| At2g44175 | Acyl-CoA N-acyltransferases (NAT) superfamily protein | ---- | *ago4*(hypo) *ago9*(hypo) *rdr6*(hyper) |
| At1g18130 | Biotin synthetase superfamily protein. | ---- | *ago4*(hypo) *ago9*(hyper) *rdr6*(hypo) |
| At4g22810 | AHL24 | AT-Hook nuclear localized protein 24 | *ago4*(hypo) *ago9*(hyper) *rdr6*(hypo) |
| At1g34410 | ARF21 | Auxin Response Factor 21 | *ago4*(hyper) *ago9*(hyper) *rdr6*(hypo) |
| At4g03830 | Hypothetical protein | ---- | *ago4*(hyper) *ago9*(hypo) *rdr6*(hyper) |
| At2g18480 | PLT3 | Probable polyol transporter 3 | *ago4*(hypo) *ago9*(hyper) *rdr6*(hyper) |
| At3g02610 | AAD2 | Acyl-acyl carrier protein desaturase | *ago4*(hypo) *ago9*(hyper) *rdr6*(hyper) |
| At4g15440 | CYP74B2 | CYP74B cytochrome p450 family member | *ago4*(hypo) *ago9*(hyper) *rdr6*(hyper) |
| At5g17600 | ATL52 | Arabidopsis Tóxicos en Levadura 52 | *ago4*(hypo) *ago9*(hyper) *rdr6*(hyper) |
| At3g23650 | Kinase-like protein | ---- | *ago4*(hyper) *ago9*(hyper) *rdr6*(hyper) |

**Supplementary Table S9. Genes included in DMRs of pre-meiotic gynoecia of *ago4*, *ago9*, and *rdr6* as well as in DMR RdDM targets of vegetative organs or male reproductive cells.**

^a^ *soma*: DMRs from seedling, rosette leaf, cauline leaf and root methylomes in *drm2* and *rdr2* (from Walker et al., 2018); *sex*: DMRs from male meiocyte, microspore and sperm cell methylomes in the double mutant *drm1 drm2* (from Walker et al., 2018); *ago4*: DMRs from pre-meiotic gynoecia in *ago4-6* (this study); *ago9*: DMRs from pre-meiotic gynoecia in *ago9-3* (this study); *rdr6*: DMRs from pre-meiotic gynoecia in *rdr6-15* (this study).

**Supplementary Table S10. Annotated information of 11 genes potentially having a reproductive function, and redundantly methylated by the common action of *AGO4*, *AGO9*, and *RDR6.***

1. **At1g34410** (*ARF21, AUXIN RESPONSE FACTOR 21).* Overexpression of an RNAi fragment targeted against its group of highly similar ARFs (ARF12-15 and ARF20-23) caused embryonic defects. *ARF12*-15 and *ARF20*-22 showed expression in the embryo surrounding endosperm (Lokerse et al., 2011). The expansion of *ARF3* expression into lateral epidermal cells of ovule primordia in a TAS3 ta-siRNA-insensitive mutant led to the formation of multiple MMC-like cells (Su et al., 2017), also *ARF3* is involved in gynoecium patterning (Heisler et al., 2001)
2. **At3g02610** (*AAD2*, *ACYL-ACYL CARRIER PROTEIN DESATURASE (AAD) 2)*, encodes one of two ∆9 palmitoyl-ACP desaturases responsible for the biosynthesis of ω-7 fatty acids in the maturing endosperm (Bryant et al., 2016).
3. **At5g17600** (*ATL52,* *Arabidopsis Tóxicos en Levadura (ATL) 52*). *ATL52* is expressed in Arabidopsis flowers (Hu et al., 2003). Physical interaction: At5g65430 *GENERAL REGULATORY FACTOR 8* (*GRF8*) member of the 14-3-3 proteins that is reported to interact with the *BZR1* transcription factor involved in brassinosteroid (BR) signaling and may affect the nucleocytoplasmic shuttling of *BZR1* that play a central role in BR signal transduction. BR-insensitive mutants generate supernumerary MMCs (Cai et al., 2022).

**4) At4g15440** (*CYP74B2, member of the CYP74B cytochrome p450 family, HPL1, HYDROPEROXIDE LYASE 1*)**.**  In the ecotype Columbia (Col) the *CYP74B2* gene contains a 10-nucleotide deletion in its first exon that causes it to code for a protein not containing the P450 signature typical of other CYP74B subfamily members and show reduced transcript levels (Duan et al., 2005). CYP74B2 transcripts were compared in leaves and flowers of the Columbia, Landsberg *erecta* (L*er*), and Wassilewskija (Ws) ecotypes using semiquantitative RT-PCR blot assays. Accumulation of CYP74B2 transcripts in Col leaves and flowers are 2.4- to 5.2-fold lower than in L*er* leaves and flowers and 4.7-fold lower than in Ws leaves (Duan et al., 2005).

The CYP74s family present two subfamilies in Arabidopsis: *CYP74A* and *CYP74B*, which seem to be present in most, if not all, plant species, each have a single member in the Arabidopsis genome: *CYP74A1* and *CYP74B2*. Expression of *CYP74A1* is predominantly found in leaves and flowers of mature Arabidopsis plants. *CYP74A1* transient expression is also observed in flower organs: weak and transient in developing carpels, very strong in maturing pollen and at the basis of anther filaments (Bak et al., 2011).

*CYP85A2* can synthesize the most bioactive brassinosteroid, brassinolide and *cyp85a2* exhibiting a weakly dwarfed phenotype (Bak et al., 2011) but during the ovule development *cyp85a2* plants displayed supernumerary enlarged MMC-like cells (Cai et al., 2022)

**5) At3g28100** (*UMAMIT45*, *USUALLY MULTIPLE ACIDS MOVE IN AND OUT TRANSPORTERS 45*) Nodulin MtN21-like transporter family protein. *UMAMIT45* is grouped in the same subfamily with other seven genes: AT3G28050 (*UMAMIT41*, pUMAMIT41: UMAMIT41-GFP was expressed in the seed and silique), AT3G28070 (*UMAMIT46*), AT3G28080 (*UMAMIT47*), AT3G28130 (*UMAMIT44*), AT5G40210 (*UMAMIT42*), At5g40230 (*UMAMIT37*, pUMAMIT37:UMAMIT37-GFP was transiently expressed at the unloading zone of the seed), AT5G40240 (*UMAMIT40*) (Ladwig et a.l, 2012; Doktorarbeit, 2016). Member of other subfamily that belongs to the same gene family AT1G44800 (*UMAMIT18/SIAR1*), may be required for releasing amino acids from the phloem to the apoplasmic space, making them subsequently available for import into adjacent cells of the endosperm and the embryo (Ladwig et a.l, 2012)

**6) At2g44175** (Acyl-CoA N-acyltransferases (NAT) superfamily protein). At2g44175 displays a high level of identity to both *Myristoyl-CoA, N-myristoyltransferase1 ( NMT1)* (53%) and *NMT2* (At2g44170) (48%). The ORF preceding *NMT2* is At2g44175, that encodes a 113–amino acid protein but no cDNA corresponding to this ORF has yet been found (Pierre et al., 2007). Strong *NMT1* expression appeared to be associated with the metabolically active areas of vegetative organs, such as developing leaves and root apical and lateral meristems. In flowers, the *NMT1* promoter was found to be highly active in pollen grains, within stamens, or in female areas. *NMT1* mutant displays severe SAM Defects on the late embryonic development (Pierre et al., 2007). N-Myristoylation (MYR) is required for embryonic development in animals and plants (Pierre et al., 2007).

**7) At4g22810** (*AHL24*, *AT-HOOK MOTIF NUCLEAR LOCALIZED PROTEIN 24)*. Transcription factor that specifically binds AT-rich DNA sequences related to the nuclear matrix attachment regions (MARs). The Arabidopsis genome contains 29 genes encoding the AT-hook motif DNA-binding protein (AHL). AHL genes are important during zygotic embryogenesis and modulates hypocotyl growth redundantly by interacting with each (Karami et al., 2021; Zhao et al., 2013). The closest *AHL24* paralogs are At4g12050 (*AHL26*), AT2G45430 (*AHL22*) and At3g60870 (*AHL18*) (Karami et al., 2021). *AHL22* overexpression results in delayed flowering. It is likely to act redundantly with *AHL18*, *AHL27* and *AHL29* in the regulation of flowering (TAIR10).

Overexpression of some Arabidopsis AHL genes (*AHL15*, *AHL19*, *AHL20*, and *AHL29*) did induce somatic embryogenesis (Karami et al., 2021).

*AHL24* is coexpressed with *AHL22*, *AHL26, AHL21* or *GIANT KILLER* that is a direct target of AGAMOUS (AG), and AG is involved in regulates patterning and differentiation of reproductive organs. Also, *AHL24* is coexpressed with *ATBS1* (*ACTIVATION-TAGGED BRI1(BRASSINOSTEROID-INSENSITIVE 1)-SUPPRESSOR 1*, At1g74500) that plays a role in brassinosteroid signaling.

**8) At2g18480** (*PLT3*, *Probable polyol transporter 3*) (Klepek et al., 2005). Analysis of a phylogenetic tree shows that Arabidopsis *PLT3*, *PLT5* (At3g18830), and *PLT6* (At4g36670) show the highest degree of sequence conservation, share ∼70 to 80% identity (Klepek et al., 2005). RT-PCR analyses and *PLT5* promoter-reporter gene revealed that PLT5 is most strongly expressed in Arabidopsis roots, but also in the vascular tissue of leaves and in vascular strands of the sepals and in the ovary (Klepek et al., 2005).

*PLT3* has physical interaction with: *CYCLIC NUCLEOTIDE-GATED CHANNEL 18* (*GNGC18, A*T5G14870) that is asymmetrically localized to the plasma membrane at the growing tip of the pollen tube and is involved in pollen tube growth and pollen tube guidance to ovules. Also, *PLT3* has physical interaction with *MILDEW RESISTANCE LOCUS O 4* (*MLO4,* AT1G11000) gene that is expressed during early seedling growth, in roots and lateral root primordia, in flower and fruit abscission zone.

**9) At1g11785** (transmembrane protein). High BlastP homology with *WEB1/PMI2-related-a1 (WPRa1)* AT1G12150 (Blastp using key domain in aminoacids 28 – 45: Query cover 100%, E-value 1e-10, Percent Identity 100%) that is described as weak chloroplast movement under blue light protein, DUF827. The public microarray database Genevestigator revealed that WPR genes were ubiquitously expressed, although many WPR genes showed some tissue specific expression pattern. *WPRa1* had very high relative expression intensity in pollen compared to other tissues, based on microarray data (Kodama et al., 2011).

**10) At4g28397** (non-specific lipid-transfer-like protein (nsLTPs-like)). In Arabidopsis non-specific lipid-transfer proteins (nsLTPs) are also known to play important roles in sexual reproduction (Liu et al., 2015). Member of nsLTPs family, *LIPID TRANSFER PROTEIN5* (*LTP5*) functions in pollen tube guidance in fertilization, LTP5 expression levels were very low in the style, petals, and sepals and only with a 5 d GUS reaction was it possible to show LTP5 gene expression in pollen and the transmitting tract (TT) in the pistil, LTP1 was expressed in almost all floral tissues, with the highest level in the stigma and the style, *LTP3* in the ovules and the sepals, *LTP6* in the style, the ovules, anther filaments, and the sepals (Chae et al., 2010).

High homology with *Arabidopsis thaliana* *anther 7* (*ATA7)* also named *AtLtpY.4* (AT4G28395) (Blastp using all aminoacid sequence: Query cover: 100%; E value:2e-60; Percent identity : 90.09%; Blastp using peptide signal sequence: Query cover: 100%; E value:7e-7; Percent identity : 100%). *ATA7* encodes a nsLTP gene identified in an expression studie of novel anther- specific genes of Arabidopsis*,* reported to be specifically transcribed in the tapetal cell layer in inflorescences of wild-type (Boutrot et al., 2008; Rubinelli et al., 1998)..

**11) At3g17750** (*DYRKP-1*, *PLANT-SPECIFIC DUAL-SPECIFICITY TYROSINE PHOSPHORYLATION-REGULATED KINASE 1*)**.** DUAL-SPECIFICITY TYROSINE PHOSPHORYLATION-REGULATED KINASES (DYRKs) in yeast and mammals are well known as key regulators of the cell cycle and differentiation (Furuya et al., 2021). DYRKP subgroup is plant-specific (Iwabuchi et al., 2019). In Marchantia polymorpha the sole DYRKP ortholog mutant exhibited abnormal, shrunken morphologies with less flattening in their vegetative plant bodies, thalli, and male reproductive organs, antheridial receptacles (Furuya et al., 2021).

*DYRKP-1* is co-expressed with *UBIQUITIN-SPECIFIC PROTEASE 26* (*UBP26)* that encodes a ubiquitin-specific protease which catalyzes deubiquitination of histone H2B and is required for heterochromatin silencing. *UBP26* loss of function mutations display autonomous endosperm development and embryo arrest. *UBP26* loss of function also results in an increase in expression of the PcG complex target gene *PHERES1*. *DYRKP-1* is co-expressed with At1g08060 (*MOM*, *MAINTENANCE OF METHYLATION*, *MOM1*, *MORPHEUS MOLECULE 1*) that is involved in a DNA methylation-independent epigenetic silencing pathway that has high expression levels in sperm cells (Borges et al., 2008)

| A)  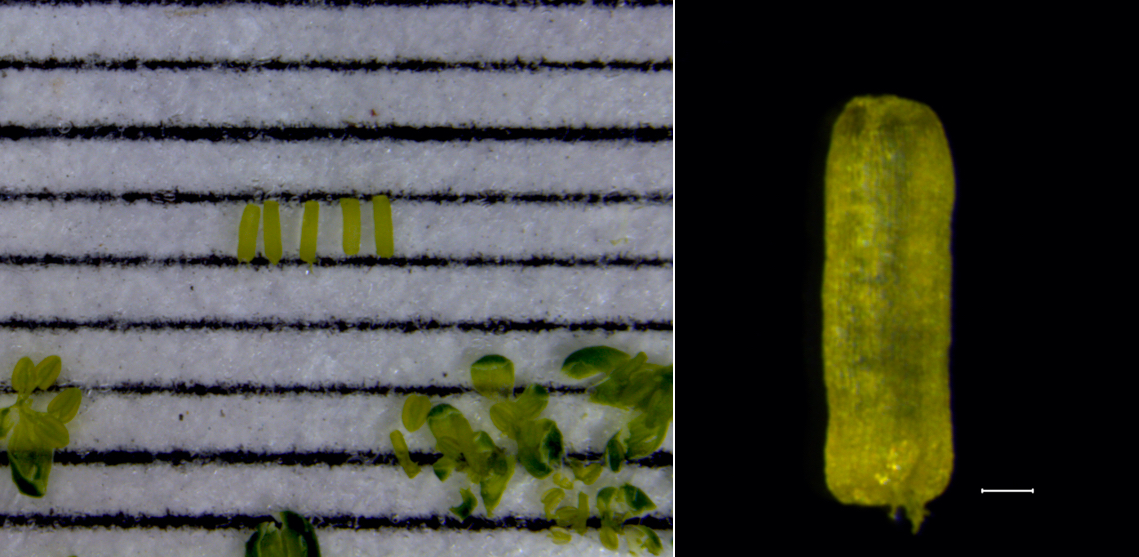 | B)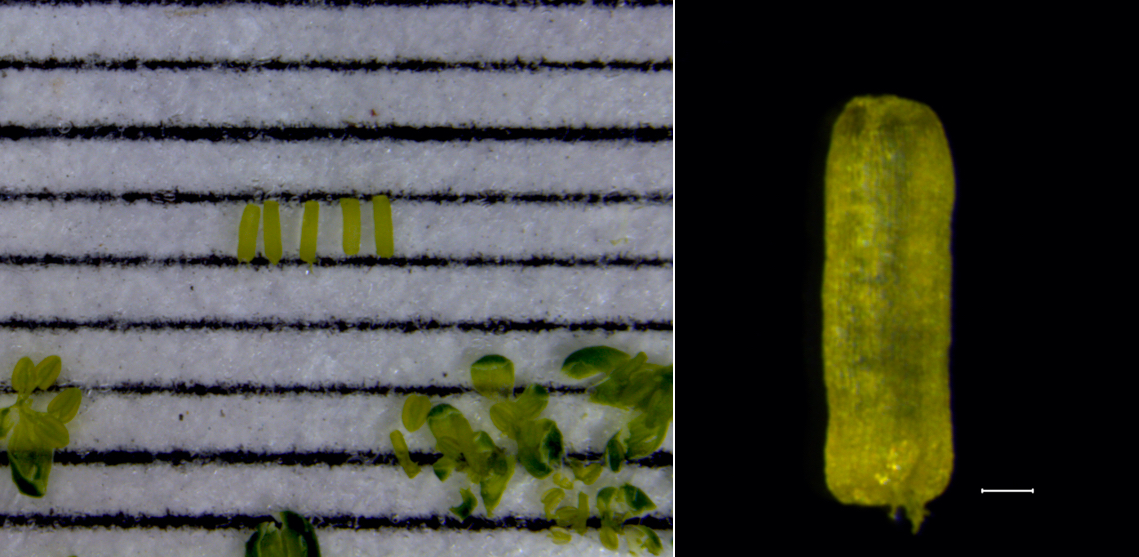 |
| --- | --- |

**Supplementary** Figure S1. Sampling of premeiotic gynoecia. (A) Gynoecia are collected using a stereo-microscope and dissecting ruler paper; the distance between two lines is 0.5 mm. (B) Premeiotic gynoecium of a wild-type *Col*-0 plant; premeiotic gynoecia from all three mutant alleles used in this study (*ago4-6, ago9-3, rdr6-15*) are phenotypically identical to wild-type. Scale bar = 10 μm

**Supplementary** Figure S2. **Principal Component Analysis (PCA) of CG context reads from eight methylomes (two biological replicates per genotype).**

| TEs_CG   | Genes_CG   |
| --- | --- |
| TEs_CHG   | Genes_CHG   |
| TEs_CHH   | Genes_CHH   |

**Supplementary** Figure S3. **Comparison of methylation levels of TEs in the pre-meiotic of wild-type and RdDM mutants.** The graph shows the methylation frequency shown at each nucleotide position for alignments in all three contexts for TEs and genes; wild-type (red), *ago4* (blue), *ago9* (green), *rdr6* (brown).

| TEs_CG | Genes_CG  |
| --- | --- |
| TEs_CHG | Genes_CHG  |
| TEs_CHH   | Genes_CHH   |

**Supplementary** Figure S4. **Comparison of methylation levels of TEs and genes in the methylome of pre-meiotic gynoecia and differentiated ovules of Arabidopsis.** The graph shows the methylation frequency shown at each nucleotide position for alignments in all three contexts; wild-type gynoecium (red), ovule (blue).

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
|  |  |  |  |  |

**Supplementary** Figure S5. Distribution of DMRs in the CHH context across all five Arabidopsis chromosomes. The density corresponds to the number of DMRs per 100 Kb.

| A)   |
| --- |
| B)   |

**Supplementary** Figure S6. Most frequent superfamilies of TEs represented in hypo- or hypermethylated DMRs (A) Hypomethylated superfamilies. (B) Hypermethylated superfamilies.

| **A)**   | **B)**  **** |
| --- | --- |

**Supplementary** Figure S7. **Most frequent families of TEs represented in DMRs**. (A) Hypermethylated families. (B) Hypomethylated families.

How the deposited data were processed for this re-analysis (not part of the article)

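The authors sequenced bisulfite-treated DNA from gynoecia before meiosis, of wild-type, *ago4-6*, *ago9-3* and *rdr6-15* Arabidopsis. The deposited values used here are 12 tables, 1 for each of 4 genotypes and 3 sequence contexts (CG, CHG and CHH). They hold 1 methylome per genotype, listed under replicate 1 of the 2 replicates in the labels. The names carry 2 replicate marks each, so reads of replicates may be pooled, which is not stated there. The second replicate of each genotype has no values of its own and was not used here.

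The authors trimmed adapters, the first bases and low-quality bases with Trim Galore 0.4.2, aligned the reads to TAIR10 with Bismark and removed duplicates with SAMtools 1.9. They also removed reads that matched the unconverted genome, although the names of the *ago9* tables lack the mark for this step. The deposited unit is a fraction for each cytosine, the methylated calls over all calls, given by the authors with both numbers of calls and without normalization. Each fraction was checked against its calls, and each site against the context and strand of the reference: 0 fractions and 0 sites differed, and 0 sites were listed more than once. The reference was TAIR10.1, which has the nuclear coordinates of TAIR10. Chromosomes 1 to 5 were analysed. The reference used here has no positions of TEs, so TEs were not analysed here, and the methylomes of other tissues and other studies were not used here.

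Mean depth per cytosine was 26.3, 26.5 and 25.3 calls (CG, CHG and CHH) in wild-type, 13.3, 13.7 and 13.5 in *ago4*, 8.29, 8.71 and 8.81 in *ago9* and 9.22, 9.64 and 9.77 in *rdr6*. At these depths the global CHH level had a 95% interval of 1.143% to 1.144% in wild-type and 0.677% to 0.679% in *ago9*. Such intervals cover counting error, and the spread between plants was not measured, since each genotype has 1 methylome.

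Calculations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and figures Matplotlib 3.10.9. Levels are methylated calls over all calls, with Wilson 95% intervals. DMRs compared each mutant with wild-type in windows of 50 nt with at least 10 calls in both methylomes and a difference of at least 40 (CG), 20 (CHG) or 10 (CHH) percentage points. Windows of 1 direction up to 100 nt apart were merged, and regions of at least 100 nt and 20 calls were kept at a two-sided Fisher exact p under 0.001. The share of each direction has an exact binomial interval. A DMR mapped to a gene or to its promoter (200 bp upstream) when at least 50% of its length lay there. Gene units were the gene with its promoter, with at least 50 calls in both methylomes. They were called higher or lower at a Benjamini-Hochberg adjusted p under 0.001 and a difference of at least 10 (CG), 5 (CHG) or 2 (CHH) points. Redraws from the pooled rate of the methylomes at the real depths (20 draws) gave the number of DMRs from independent counting error alone. Calls were drawn independently at each cytosine, so calls that lie together on 1 read were not modelled. Metaprofiles summed calls in intervals of 100 bp. Unmethylated coding genes were the 8041 coding genes with at least 500 CG calls in each methylome and pooled CG and CHG levels under 2%. The mutated genes were searched for gaps in depth between the genotyping primers of Table S1.

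The DMR caller and the gene-unit test were tested on simulated data. Differences were planted in 100 regions of each mutant, direction and size, at the real depths against wild-type. CHH differences of 20 points were called in 97% to 100% of the regions, and those of 10 points in 38% to 49%. CG differences of 40 points were called in 38% to 50%, and CHG differences of 20 points in 35% to 45%. Calls that were not planted numbered 8 among 2310198 CHH windows tested (*ago4*), 26 among 2285377 (*ago9*) and 26 among 2286176 (*rdr6*), 72 among 1618037 CHG windows, 76 among 1477143 and 88 among 1506659, and 0 in the CG context. The gene-unit test had 0 such calls. It called CG differences of 20 points in 96% to 100% of the genes, CHH rises of 4 points in 99.0% or more, CHH falls in 80% (*ago4*), 75% (*ago9*) and 73% (*rdr6*), CHG rises of 10 points in 93.9% or more, and CHG falls in 37%, 27% and 23%.

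The tests, thresholds, gene lists and most alternatives were chosen before the data were examined. The 7 lists held 98 genes: the RdDM pathway, maintenance and removal of methylation, trans-acting siRNA loci, loci known as silenced by RdDM or imprinted, the ARF21 group, gynoecium and ovule development, and meiosis and germline specification. Single genes were named by a rule: AGO4, AGO9 and RDR6, the 22 genes of Table S8 (whose values in the paper had been seen), listed genes called in the CHH context in at least 1 mutant, and the 3 largest falls and 3 largest rises of CHH level per mutant among called genes with at least 200 calls. For DMRs they were the 2 largest falls and 2 largest rises of CHH level per mutant with at least 100 calls. Other genes are said to be named after their values were seen.

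Alternatives chosen at that stage were sites with at least 4 calls, single sites or windows averaged, methylomes thinned to the shallowest, the Fisher exact test in each window, 20 different positions, merging of adjacent windows or up to 300 nt, a larger difference, an adjusted p, windows above the 99.5th percentile of depth left out, other overlaps, a promoter of 1000 bp, gene units with at least 200 calls and fractions of single genes averaged. Alternatives chosen after the data were seen were the reads of 1 strand, each strand required to differ, common sites weighted equally, and the level of unmethylated genes subtracted. The level of the chloroplast could not be subtracted, since the deposited values cover the nuclear chromosomes.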

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

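The measurement of CG regions on the strand that was not used for the call, and the search for stretches of raised depth, were tests chosen only after the result was seen. Each result below is a signal in genes or data that the paper does not report on.

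Of the 8 trans-acting siRNA loci, 4 had a lower CG level in *rdr6* than in wild-type (4 also adjusted over the list alone), and 0 were called in *ago4* and 0 in *ago9*. In the CHG context 3 of the loci were lower in *rdr6* (3 also adjusted over the list alone), and 0 were called in *ago4* and 0 in *ago9*. With the methylomes thinned to 1 depth, 3 were lower in CG and 1 in CHG in *rdr6*, and 1 was higher in CG in *ago4* and 1 in *ago9*, and with a larger difference required 0 were called in any mutant or context. CHG DMRs in all 3 mutants were found in 62 genes. The *rdr6* methylome had 1.95 times its genome mean depth over part of RDR6, its 1 stretch of at least 10 steps of 250 nt with 1.5 times the mean of the other methylomes or more, against 14 such stretches in wild-type, 0 in *ago4* and 0 in *ago9*.

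CG DMRs in all 3 mutants were found in 382 genes, and most CG DMRs lay in gene bodies. Independent counting error is argued against, since redraws from the pooled rate gave at most 0.000243 times the observed number of CG DMRs, and so are few molecules per region, since at least 99.6% of the CG regions called on 1 strand changed the same way on the other. A methylation state held by the wild-type plants alone was tested at the 2703 CG DMRs of *ago4* in gene bodies (of 2826) with at least 20 calls in all 4 methylomes. It is argued against for most of them, since both other mutants lay nearer to *ago4* at 22.7% of the regions (95% interval 21.1% to 24.3%) and nearer to wild-type at 45.9%. It stays open at the 613 regions where both lay nearer to *ago4*, and the 382 genes were not tested apart. Loss of AGO4, AGO9 or RDR6 and inherited differences between the plant lines stay open and were not tested, since each genotype has 1 methylome.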

How the results depend on the processing

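The settings that used a single strand, each strand, sites common to the 4 methylomes with equal weight, or unmethylated genes were chosen after seeing the data, and the tests on single strands only after the result was seen. Values for the mutants are given in the order *ago4*, *ago9* and *rdr6*, after wild-type where it is included, and results that are not named stayed within the limits used here. These limits were a factor of 1.5 for a count and the 95% interval for a level or share, and the interval covers counting error only. Over these results and settings, 575 values stayed within the limits, 349 moved beyond them without changing side, and 4 changed side. For single named genes and regions, 738 values kept their direction and call, 38 kept the direction and lost the call, 8 moved and 1 gained a call. No paired analysis was possible because each genotype has 1 methylome.

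Directions held in most settings. The global level was lower in each mutant than in wild-type in every planned setting, by 5.62% to 9.77% in CG, 11.5% to 16.0% in CHG and 25.5% to 36.0% in CHH in *ago4*. For *ago9* the ranges were 7.11% to 18.7%, 13.9% to 32.8% and 26.7% to 41.1%. For *rdr6* they were 14.3% to 23.3%, 19.4% to 35.0% and 15.6% to 35.2%. Common sites weighted equally gave smaller decreases in CG and CHG, which are listed below. The share of hypomethylated CHH DMRs stayed between 76.7% and 93.4% in *ago4*, between 18.0% and 35.4% in *ago9*, and between 22.1% and 28.7% in *rdr6*, over the 9 planned settings for DMRs and the 4 added ones. In the same settings, *ago4* had the most DMRs over all contexts, followed by *rdr6* and *ago9*. With an adjusted p, and with windows of extreme depth left out, all 43 results made from DMRs stayed within the limits.

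With single sites averaged in place of summed calls (at least 4 calls per site), global CG levels were 27.3%, 25.5%, 22.2% and 21.1%, CHG levels 11.5%, 9.88%, 7.74% and 7.49% and CHH levels 1.34%, 0.942%, 0.787% and 0.897%. Decreases relative to wild-type became 6.73%, 18.7% and 22.9% in CG, 14.2%, 32.8% and 35.0% in CHG and 29.4%, 41.1% and 32.8% in CHH. This weighting gives less weight to sites of high depth.

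With 50-nt windows averaged (at least 10 calls), the levels were 26.9%, 25.4%, 23.3% and 22.5% in CG, 11.3%, 9.94%, 8.59% and 8.49% in CHG and 1.33%, 0.988%, 0.972% and 1.12% in CHH. The decreases were 5.62%, 13.3% and 16.4% in CG, 12.3%, 24.3% and 25.1% in CHG and 25.5%, 26.7% and 15.6% in CHH, and the cause was not tested.

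With calls summed over sites of at least 4 calls in all 4 methylomes, CG levels were 17.3%, 16.2%, 16.1% and 14.8%, CHG levels 5.68%, 5.03%, 4.89% and 4.58% and CHH levels 0.934%, 0.598%, 0.567% and 0.641%. The CG decreases fell to 6.50%, 7.11% and 14.3% and the CHG decreases to 11.5%, 13.9% and 19.4%, and the CHH decreases were 36.0%, 39.3% and 31.4%. The same sites are compared in each genotype here, so sites missing from a shallow methylome no longer count.

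With these common sites weighted equally, the decreases were 2.31%, 2.70% and 4.26% in CG, 9.19%, 11.1% and 7.56% in CHG and 31.7%, 34.3% and 20.6% in CHH. Both the choice of sites and their weight differ from all calls summed; summed calls over the common sites change the sites alone.

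With the CHH level of unmethylated coding genes subtracted, the CHH decreases were 16.9%, 18.0% and 13.7%, smaller because that level was higher in wild-type. Of the CHH DMRs, 84.2%, 24.0% and 22.2% were hypomethylated. Among called gene units, 83.0% (*ago9*) were lower in the CG context, and in the CHH context the share changed side, to 47.1% (*rdr6*). One gene of gynoecium and ovule development was called higher in CHG in *ago9* (1 instead of 0). No trans-acting siRNA locus was called in CHH in *rdr6* (0 instead of 1).

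With common sites weighted equally and that level subtracted as well, the CHH decrease was 6.93% in *ago4*. It changed side to -0.450% in *ago9* and -20.8% in *rdr6*, so the direction of the global CHH difference in these mutants depends on both choices together.

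With 20 different cytosine positions required in each DMR, fewer CG and CHG DMRs pass by construction. CG DMRs numbered 167, 78 and 108, CHG DMRs 183, 120 and 152, and DMRs of all contexts 1642, 1218 and 1405. Hypomethylated shares were 71.3%, 69.2% and 75.9% in CG, 82.0% (*ago4*) and 83.6% (*rdr6*) in CHG and 31.5% (*ago9*) in CHH. CHH DMRs made up 78.7%, 83.7% and 81.5% of the DMRs.

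With the Fisher exact test also required in each window, CHG DMRs numbered 877, 239 and 303, CHH DMRs 731, 245 and 250, and all DMRs 2853 (*ago9*) and 3589 (*rdr6*), since a single window holds fewer calls. Hypomethylated shares were 87.1%, 69.9% and 67.0% in CHG and 92.2% (*ago4*) in CHH. CHH DMRs covered 105, 31.6 and 32.0 kb, made up 12.0%, 8.59% and 6.97% of the DMRs, and mapped to 145, 50 and 44 genes. Genes with CHH DMRs in 1, 2 and 3 mutants numbered 186, 19 and 5, and 3 genes of Table S8 had them in all 3. Gene elements took 19.6% (*ago9*) and 16.8% (*rdr6*) of the CHH DMRs, gene bodies 15.9% (*ago9*) and promoters 5.20% (*rdr6*).

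With adjacent windows only merged, 84.1% (*ago9*) of the CHG DMRs were hypomethylated, and CHH DMRs made up 20.8%, 28.6% and 25.8% of the DMRs; the cause was not tested.

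With windows up to 300 nt apart merged, CHH DMRs made up 16.1%, 22.0% and 21.1% of the DMRs. CHH DMRs in all 3 mutants were found in 13 genes, 9 of them in Table S8, and the cause was not tested.

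With a larger difference required (60, 30 and 15 points in CG, CHG and CHH), fewer regions pass by construction. CG DMRs numbered 2054, 945 and 1190, CHG DMRs 991, 392 and 420, CHH DMRs 476, 445 and 402, and all DMRs 3521, 1782 and 2012. Hypomethylated shares were 68.9% (*ago4*) and 67.5% (*rdr6*) in CG, 89.9% (*ago4*) and 78.3% (*ago9*) in CHG and 88.4%, 18.0% and 27.1% in CHH. CHH DMRs covered 62.0, 57.9 and 48.4 kb and mapped to 98, 83 and 60 genes, with 196, 18 and 3 genes in 1, 2 and 3 mutants and 1 gene of Table S8 in all 3. They made up 13.5% (*ago4*) and 20.0% (*rdr6*) of the DMRs, with 18.2% (*ago9*) of them in gene elements and 5.39% (*ago9*) and 4.48% (*rdr6*) in promoters.

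For gene units the larger differences were 20, 10 and 4 points. Higher gene units then numbered 43, 39 and 30 in CG, 20, 8 and 17 in CHG and 3, 15 and 9 in CHH. Lower ones numbered 148, 113 and 163 in CG, 157, 110 and 147 in CHG and 68, 21 and 19 in CHH. The share that was lower became 74.3% (*ago9*) and 84.5% (*rdr6*) in CG and 95.8% (*ago4*) and 58.3% (*ago9*) in CHH. In CG, 1 gene of the RdDM pathway was lower in *rdr6*, and of the loci known as silenced by RdDM or imprinted 0 were higher in *ago9* and 0 lower in *rdr6*. Of the trans-acting siRNA loci, 0 were lower in *rdr6* in CG, 0 in CHG and 0 in CHH.

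With only sites of at least 4 calls in both methylomes, 89.1% (*ago4*) of the CHH DMRs were hypomethylated. CHH DMRs made up 16.0%, 22.3% and 19.6% of the DMRs, and 61 genes had them in 2 mutants. Lower gene units numbered 448 (*ago9*) and 814 (*rdr6*) in CG, 122 (*ago9*) and 170 (*rdr6*) in CHG and 48 (*ago9*) and 26 (*rdr6*) in CHH. The share that was lower became 76.6% (*ago9*) and 87.5% (*rdr6*) in CG and 89.7% (*ago9*) in CHG, and changed side to 39.4% (*rdr6*) in CHH; the cause was not tested. In CHH, 2 loci known as silenced by RdDM or imprinted were lower in *ago4*, and 2 trans-acting siRNA loci in *rdr6*.

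With at least 200 calls per gene unit, fewer genes were tested. Higher CG gene units numbered 76 (*ago9*), the share that was lower was 90.7% (*ago9*) and 93.5% (*rdr6*), and 0 loci known as silenced by RdDM or imprinted were lower in CHG in *rdr6*.

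Depth limits what can be called. With all 4 methylomes thinned to the depth of *ago9* (8.29, 8.71 and 8.81 calls per cytosine in CG, CHG and CHH), hypomethylated shares were 86.7% (*ago4*) and 78.5% (*rdr6*) in CHG and 35.4% (*ago9*) and 28.7% (*rdr6*) in CHH. CHH DMRs made up 19.7%, 23.5% and 22.0% of the DMRs, 5.01% (*ago4*) of them lay in promoters, and 6 genes of Table S8 had them in all 3 mutants. Higher gene units numbered 25 (*ago4*) and 19 (*rdr6*) in CHG and 8, 15 and 20 in CHH, and lower ones 147 (*ago4*) in CHG. Trans-acting siRNA loci higher in CG numbered 1 in *ago4* and 1 in *ago9*, and 1 was lower in CHG in *rdr6*. Of the loci known as silenced by RdDM or imprinted, 2 were lower in CHH in *ago4*, and in *rdr6* 0 in CG and 0 in CHG. One gene of gynoecium and ovule development was lower in CG in *rdr6* (1 instead of 0). At the deposited depths, a rise of 10 percentage points in CHH, planted in 100 regions of each mutant against wild-type, was called in 41% (*ago4*), 38% (*ago9*) and 43% (*rdr6*) of them, and a rise of 20 points in 100% in each mutant. For falls of 10 points the shares were 49%, 47% and 48%, so CHH differences at the threshold were missed more often than they were called.

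With an overlap of at least 1 nt counted as mapping, 23.2%, 19.1% and 16.5% of the CHH DMRs lay in gene elements, 15.2%, 14.1% and 12.4% in gene bodies and 7.96% (*ago4*) and 5.05% (*ago9*) in promoters, more by construction.

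With all of the DMR required inside, fewer map by construction: gene elements took 13.4%, 12.7% and 11.3% and promoters 2.65%, 1.87% and 1.78%.

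With a promoter of 1000 bp, which covers more of the genome, gene elements took 51.3%, 40.3% and 37.1% of the CHH DMRs and promoters 39.0%, 28.2% and 26.5%. CHH DMRs mapped to 854, 563 and 558 genes, and to 1125, 320 and 70 genes in 1, 2 and 3 mutants.

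With the fractions of single genes averaged, metaprofile levels from 1000 to 3000 bp into the gene were 33.1%, 32.8%, 32.2% and 31.7% in CG, 1.80%, 1.37%, 1.19% and 1.24% in CHG and 0.647%, 0.320%, 0.260% and 0.308% in CHH. In the flank from 2000 to 5000 bp upstream they were 18.6%, 17.6%, 17.1% and 16.5% in CG, 5.58%, 4.70%, 4.46% and 4.43% in CHG and 0.991%, 0.627%, 0.663% and 0.732% in CHH. The first 100 bp of the gene had 6.39%, 5.80%, 5.56% and 5.42% in CG; each gene counts equally in this setting, whatever its depth or number of cytosines.

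With reads of the plus strand only, each region holds fewer calls. CG DMRs numbered 1349 (*ago9*) and 1923 (*rdr6*), CHG DMRs 670 (*ago9*) and 679 (*rdr6*), and all DMRs 3446 (*ago9*). Hypomethylated shares were 66.7%, 62.2% and 70.1% in CG, 86.4% (*ago4*) and 83.6% (*ago9*) in CHG and 76.7% (*ago4*) and 30.9% (*ago9*) in CHH. CHH DMRs made up 23.9%, 41.4% and 38.5% of the DMRs, promoters took 4.48% (*ago4*) and 2.59% (*ago9*) of them, and 4 genes of Table S8 had them in all 3 mutants.

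With reads of the minus strand only, CG DMRs numbered 1343 (*ago9*) and 1837 (*rdr6*), CHG DMRs 684 (*ago9*) and 729 (*rdr6*), and all DMRs 3437 (*ago9*). The hypomethylated shares were 61.8% (*ago9*) and 69.5% (*rdr6*) in CG, 86.1% (*ago4*) and 84.2% (*ago9*) in CHG and 78.0%, 30.9% and 22.1% in CHH. CHH DMRs made up 23.7%, 41.0% and 38.6% of the DMRs, promoters took 2.55% (*ago9*) of them, and 5 genes of Table S8 had them in all 3 mutants.

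With each strand required to differ, CHG DMRs numbered 907 (*ago9*) and CHH DMRs 606 (*ago9*) and 604 (*rdr6*), fewer by construction. Of the CHH DMRs, 93.4% (*ago4*) and 27.5% (*rdr6*) were hypomethylated, and 10.7% (*ago4*) lay in gene bodies. CHH DMRs covered 96.7 (*ago9*) and 88.3 (*rdr6*) kb, made up 13.4%, 15.3% and 13.1% of the DMRs, and mapped to 177, 105 and 97 genes. Genes with them in 1, 2 and 3 mutants numbered 261, 47 and 8, and 4 genes of Table S8 had them in all 3.

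Some alternatives chosen at the start were not run. Subtracting the non-conversion rate of the chloroplast, from global levels, DMRs and gene units, and including organelles needed sequences that the deposited values do not hold; they cover chromosomes 1 to 5. Results for TEs under any alternative were not run, since the reference holds no TE positions.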

Differences from the paper's values

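The settings that used a single strand or subtracted the level of unmethylated genes, with their tests, were chosen only after the result was seen.

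The paper's shares of CHH DMRs in promoters are 3.4% in *ago4*, 2.1% in *ago9* and 2.2% in *rdr6*, and the shares here were 6.19%, 3.65% and 3.34%. Among the alternatives set before the data were examined, all of the DMR required inside the promoter (2.65%, 1.87% and 1.78%) and methylomes thinned to the shallowest (5.01%, 3.08% and 3.30%) gave shares within a factor of 1.5 of the paper's in each mutant. In *rdr6*, so did 20 different positions required (3.14%) and windows merged up to 300 nt apart (3.14%). The other alternatives set at that stage did not: the Fisher exact test in each window, adjacent windows only, an adjusted p, at least 1 nt of overlap, extreme depth left out, a promoter of 1000 bp, sites with 4 calls in both methylomes and a stricter difference in each mutant, and 20 positions and 300 nt in *ago4* and *ago9*. Of the settings chosen after seeing the values, the plus strand alone came within that factor in each mutant (4.48%, 2.59% and 2.57%) and dropped 11 of the 15 genes of Table S8 that have CHH DMRs in all 3 mutants here. The minus strand alone, also chosen after seeing the values, came within it in *ago9* (2.55%) and *rdr6* (3.16%) and dropped 11 of the 15, and subtraction of unmethylated genes, chosen at the same stage, came within it in *rdr6* (3.21%) and dropped 3.

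The paper states a lowest share, for the 3 mutants, of DMRs within 200 nt in CG and CHH and within 250 nt in CHG. The shares here that were under that stated share were 88.3% (*ago4*) in CG, 85.6% (*ago4*) and 89.4% (*ago9*) in CHH and 83.7% (*ago4*), 89.0% (*ago9*) and 86.2% (*rdr6*) in CHG. Those not under it were 91.1% (*ago9*) and 90.2% (*rdr6*) in CG and 93.0% (*rdr6*) in CHH. Lengths were not tallied under the alternatives.

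The paper lists 22 genes with altered CHH methylation in all 3 mutants, and 7 of them had no CHH DMR in at least 1 mutant here. AT2G28400, IP5PII and AT4G22810 had none in any mutant. AT2G39160 had CHH DMRs in *ago4* and *ago9*, AT2G44175 in *ago4*, and AT3G02610 and AT5G17600 in *ago9* and *rdr6*. AT3G02610 had them in all 3 mutants with at least 1 nt of overlap and with adjacent windows only, and was called in *ago4* with sites of 4 calls in both methylomes and with the Fisher exact test in each window. AT2G44175 was called in *ago9* with adjacent windows only. With settings chosen after seeing the values, AT2G44175 was called in *rdr6* on the plus strand and in all 3 mutants on the minus strand, each of which dropped 11 of the 15 genes. No other gene of the 7 gained a mutant under any setting run. The number of genes of Table S8 with CHH DMRs in all 3 mutants was at most 16 over these settings. The entry for HPL1 in *rdr6* was left out because it gives the coordinates of AT4G10210. All 61 regions of genes with 1 direction per mutant in Table S9 were measured in the paper's direction. These regions were chosen by the paper from the methylomes of the same study, so that direction was largely set in advance.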

Other observations

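The tests on single strands, on unconverted reads in *ago9*, on covered sites with calls summed, on the weight of sites, on the CHG level of unmethylated genes, on overlap between opposite strands and between mutants at trans-acting siRNA loci were chosen only after the result was seen.

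Some trans-acting siRNA loci were called lower in *rdr6*. TAS3 (AT3G17185, chromosome 3, 5861491 to 5862437) fell from 2.72% in wild-type to 0.667% in the CHH context (adjusted p = 4.09e-12, two-sided Fisher exact test), from 14.5% to 3.28% in CG and from 7.21% to 1.51% in CHG. Its CG level was 23.9% in *ago4* and 23.7% in *ago9*. The other called loci are named here after their values were seen. CG fell from 22.4% to 3.81% in TAS1A (AT2G27400, chromosome 2, 11721539 to 11722468), from 17.0% to 4.26% in TAS1B (AT1G50055, chromosome 1, 18549204 to 18550042) and from 17.4% to 2.78% in TAS1C (AT2G39675, chromosome 2, 16537288 to 16538277). CHG fell from 11.0% to 1.77% in TAS1C and from 8.24% to 1.27% in TAS2 (AT2G39681, chromosome 2, 16539384 to 16540417). In the CHH context TAS3 was the 1 locus of 8 called in *rdr6* (1 also adjusted over the list alone, 0 with the level of unmethylated genes subtracted), and 0 were called in *ago4* and 0 in *ago9*. Compared directly, *rdr6* was lower than *ago4* at 4 of the 8 loci in CG, 1 in CHG and 0 in CHH, and lower than *ago9* at 5, 3 and 1, and it was higher at 0.

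Of 12 loci known as silenced by RdDM or imprinted, 1 was lower in CG in *ago4*, 1 higher in *ago9* and 1 lower in *rdr6*. In CHG 1 was lower in *ago4*, 0 were called in *ago9* and 1 was lower in *rdr6*, and in CHH 1 was lower in each mutant. Adjusted over the list alone, each of these counts was the same, and with the methylomes thinned to 1 depth 0 were lower in *rdr6* in CG and 0 in CHG. With a larger difference required, 0 were called in CG in *ago9* and 0 in *rdr6*. MPC (AT3G19350) was the locus that was lower: its CG level was 87.5% in wild-type, 35.7% in *ago4* (adjusted p = 1.66e-54, two-sided Fisher exact test), 78.5% in *ago9* and 75.4% in *rdr6*, and its CHG level 61.2%, 14.5%, 57.9% and 42.0%. The locus that was higher, named after its values were seen, was PHE1 (AT1G65330, chromosome 1, 24266257 to 24267336), with 0.366% in wild-type, 3.01% in *ago4*, 11.7% in *ago9* (adjusted p = 2.85e-32, two-sided Fisher exact test) and 1.10% in *rdr6*. Of 14 genes that maintain or remove methylation, 0 were called in any mutant or context (0 also adjusted over the list alone).

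AT5G46295, a gene of Table S8, had less methylation in the mutants over gene and promoter in the other contexts as well. Its CG level was 87.8% in wild-type, 9.28% in *ago4*, 0.431% in *ago9* and 1.15% in *rdr6*. Its CHG level was 60.9% in wild-type, 0.641% in *ago4* and 0.397% in *rdr6*, and none of 232 calls was methylated in *ago9*. A state held by the wild-type plants alone stays open for this gene, since the 3 comparisons share 1 wild-type methylome. Outside Table S8, 6 genes had CHH DMRs in all 3 mutants and are named after their values were seen: AT1G62760, AT4G03335, AT4G20735, AT4G39280, AT5G09760 and PSRP6 (AT5G17870). The promoter of AT5G09760 (chromosome 5, 3031801 to 3031950) had 22.3% in wild-type, 1.33% in *ago4* and 3.79% in *ago9*, and its part up to 3031900 had 18.0% in wild-type and 5.99% in *rdr6*. The promoter of PSRP6 (chromosome 5, 5907351 to 5907450) had 20.7% in wild-type and 0.337% in *ago4*. None of its 189 calls in *ago9* and 178 calls in *rdr6* was methylated, with 95% intervals of up to 1.99% and 2.11%.

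Most CHH DMRs of *ago9* and *rdr6* were hypermethylated. Independent counting error is argued against, since redraws gave 0.0380 (*ago9*) and 0.0235 (*rdr6*) times the observed number. The larger number of calls in wild-type is also argued against, since 64.6% and 71.3% were hypermethylated after thinning to 1 depth. Thinning removed single calls rather than whole reads, so it cannot decide whether unequal numbers of molecules play a part. Few molecules per region may contribute, and not to rises alone: on the other strand, 52.0% (*ago9*) and 54.6% (*rdr6*) of the regions called higher on 1 strand rose and 59.3% and 59.2% of those called lower fell, while in *ago4* 43.6% of those called higher rose and 85.2% of those called lower fell. A rise from loss of AGO9 or RDR6 cannot be told apart from few molecules: the mean rise on the strand not used for the call was 1.63 percentage points (95% interval 1.23 to 2.03) and 1.37 (1.09 to 1.65), but over 1860 and 2388 regions called on 1 strand alone, while of the hypermethylated DMRs themselves 46.4% and 43.1% differed on each strand. Unconverted reads spread over the *ago9* methylome are argued against, since the CHH level of unmethylated coding genes was lowest there (0.159%, against 0.194% in *rdr6* and 0.223% in *ago4*; difference of -0.0358 points from *rdr6*).

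The global level was lower in the 3 mutants. Different sites covered are argued against as the whole cause in CHH, since with calls summed the decrease on sites common to the 4 methylomes was at least 0.894 times that over all calls, and in CG they may account for part, at ratios of 0.666 (*ago4*), 0.463 (*ago9*) and 0.613 (*rdr6*); the lowest CHH ratio with these sites weighted equally, 0.586 in *rdr6*, changes the weight as well and does not decide. Calls spread unevenly over sites may account for much of the rest in CG, since weighting the common sites equally left at most 0.379 of the CG decrease measured on their summed calls. Less complete conversion in wild-type may account for part of the CHH decrease. The CHH level of unmethylated coding genes was higher in wild-type than in each mutant by at least 0.287 percentage points. Their CHG level was higher by at least 0.256 points, and their CG level by 0.185 (*ago4*), 0.307 (*ago9*) and 0.227 (*rdr6*) points. A loss of methylation in these genes cannot be told apart from less complete conversion, since either could raise each context in wild-type over the mutants. Loss of RNA-directed methylation cannot be told apart from these causes. The relative CHH decrease exceeded the CG decrease by at least 16.4 points on common sites weighted equally. With unmethylated genes subtracted as well, the excess was 6.04 (*ago4*), -1.41 (*ago9*) and -23.6 (*rdr6*).

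Sharing between mutants was measured on the strands apart, since reads of opposite strands hold no wild-type read in common. Hypomethylated windows called on the same strand were shared 218 (*ago4* and *ago9*), 258 (*ago4* and *rdr6*) and 361 (*ago9* and *rdr6*) times as often as independent lists from all windows would be. On opposite strands these ratios were 108, 125 and 138. For hypermethylated windows the ratios, again to lists from all windows, were 36.4, 41.1 and 38.0 on the same strand and 26.4, 19.3 and 19.5 on opposite strands. The ratios were lower on opposite strands in both directions, and part of the excess may come from the shared wild-type methylome. Changes confined to a single strand would lower them as well, so this comparison cannot decide. With each strand required to differ, 47 genes had CHH DMRs in 2 mutants and 8 in all 3.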
